# Single-cell polyadenylation site mapping reveals 3′ isoform choice variability

**DOI:** 10.15252/msb.20156198

**Published:** 2015-06-03

**Authors:** Lars Velten, Simon Anders, Aleksandra Pekowska, Aino I Järvelin, Wolfgang Huber, Vicent Pelechano, Lars M Steinmetz

**Keywords:** single-cell transcriptomics, alternative polyadenylation, transcript isoform, non-genetic heterogeneity, Bayesian inference

## Abstract

Cell-to-cell variability in gene expression is important for many processes in biology, including embryonic development and stem cell homeostasis. While heterogeneity of gene expression levels has been extensively studied, less attention has been paid to mRNA polyadenylation isoform choice. 3′ untranslated regions regulate mRNA fate, and their choice is tightly controlled during development, but how 3′ isoform usage varies within genetically and developmentally homogeneous cell populations has not been explored. Here, we perform genome-wide quantification of polyadenylation site usage in single mouse embryonic and neural stem cells using a novel single-cell transcriptomic method, BATSeq. By applying BATBayes, a statistical framework for analyzing single-cell isoform data, we find that while the developmental state of the cell globally determines isoform usage, single cells from the same state differ in the choice of isoforms. Notably this variation exceeds random selection with equal preference in all cells, a finding that was confirmed by RNA FISH data. Variability in 3′ isoform choice has potential implications on functional cell-to-cell heterogeneity as well as utility in resolving cell populations.

## Introduction

Cell-to-cell differences in gene expression are crucial to many processes in biology. Fluctuations in gene expression in single cells constitute symmetry-breaking cues in development (Ohnishi *et al*, 2014), affect the tolerance of cancer cells to chemotherapy (Spencer *et al*, 2009; Gupta *et al*, 2011), and allow microbes to thrive in alternating environments (Acar *et al*, 2008). On a molecular level, an important cause of variability in gene expression is the inherently noisy nature of biochemical reactions, where mRNA synthesis is an extreme case due to the low abundance of molecules involved in transcription (Raj & van Oudenaarden, 2008). In eukaryotes, the bursty nature of gene expression further increases the amount of noise. In a widely accepted model, eukaryotic genes of intermediate expression level typically switch between chromatin states that are prohibitive or permissive for transcription, leading to large differences in mRNA levels over time and across cells (Raser & O'Shea, 2004; Friedman *et al*, 2006; Sanchez & Golding, 2013). While it is well known that factors other than mRNA level, such as choice of mRNA untranslated regions (UTR), regulate protein expression and RNA function, it is not known to what extent UTR choice varies between single cells from genetically and developmentally homogeneous populations.

In mammalian cells, 3′ UTR sequence signatures on average exert a larger effect on protein levels than 5′ UTRs (Vogel *et al*, 2010). The 3′ UTR contains binding sites for miRNAs and RNA-binding proteins involved in control of mRNA translation, stability, and localization (Di Giammartino *et al*, 2011). 3′ UTR length is determined during transcription termination through alternative polyadenylation (APA), which affects about two-thirds of all human genes and thereby provides a mechanism to regulate gene expression independently of transcription level (Derti *et al*, 2012). 3′ UTRs globally lengthen during differentiation, but shorten during dedifferentiation and cancer formation (Ji & Tian, 2009; Ji *et al*, 2009; Mayr & Bartel, 2009). In many examples, it has been shown that APA alters transcript stability and translation rate, thereby affecting protein levels and cellular functions (Sandberg *et al*, 2008; Mayr & Bartel, 2009). While one recent genome-wide study in mouse embryonic fibroblasts has found that globally, such cases are relatively rare (Spies *et al*, 2013), two studies in yeast have shown that even single-nucleotide differences in 3′ UTR length can often lead to drastic changes in transcript stability and translation efficiency (Geisberg *et al*, 2014; Gupta *et al*, 2014). It is therefore possible that cell-to-cell variation in 3′ UTR choice contributes to phenotypic diversity.

Single-cell transcriptomics can provide important insights into cellular heterogeneity, and technology has rapidly advanced since it was first described (Tang *et al*, 2009). The use of cellular barcodes allows processing of multiple cells in single reaction tubes and has increased throughput to thousands of cells (Islam *et al*, 2011; Jaitin *et al*, 2014), while the use of microfluidics, especially in combination with molecular barcodes, has considerably decreased technical noise (Islam *et al*, 2013; Wu *et al*, 2014). Single-cell transcriptomics is therefore increasingly being used to chart the diversity of cell types within tissues (Jaitin *et al*, 2014; Treutlein *et al*, 2014) and during developmental transitions (Shalek *et al*, 2014), but investigation of heterogeneity within developmentally homogeneous cell populations has only recently started (Kumar *et al*, 2014). Following the availability of methods to determine the use of exons in single cells (Ramsköld *et al*, 2012), a recent study has investigated splice isoform heterogeneity in single dendritic cells (Shalek *et al*, 2013). Variability in 3′ UTR choice has so far, however, not been addressed, in part because of the lack of polyadenylation-site-specific single-cell transcriptomic protocols. Of equal importance, statistical methods have been developed to analyze gene expression heterogeneity over the background of technical noise in single-cell transcriptomic data (Brennecke *et al*, 2013; Grün *et al*, 2014), but approaches for analyzing isoform usage variability are currently lacking.

We characterized the extent of 3′ UTR choice variability in single cells on a genome-wide scale using BATSeq, a polyadenylation-site-specific single-cell transcriptomic protocol, and BATBayes, a computational framework for analyzing single-cell isoform data. Applied to three genetically and developmentally homogeneous stem cell populations, we find that individual cells differ in their preferences for polyadenylation (PA) sites. Random isoform choice with equal preference in all cells cannot explain the large observed variance. We show that especially in the case of low abundance transcripts, RNA 3′ isoform proportions are highly variable between cells, which may result in increased variations in post-transcriptional regulation. We further demonstrate that cell identity can be retrieved using information on 3′ end usage alone.

## Results

### BATSeq allows mapping and quantification of polyadenylation sites in single cells

To measure polyadenylation site usage in single cells, we combined the use of unique molecular identifiers (UMI) (Islam *et al*, 2013) with a highly accurate polyadenylation site mapping protocol (Pelechano *et al*, 2012) to develop a **BA**rcoded, **T**hree-Prime specific **Seq**uencing method (BATSeq).

In short, UMI and a cell barcode were incorporated during reverse transcription at the 3′ end of the mRNA poly-A tail (Fig1). cDNA amplification was performed with a limited number of PCR cycles following a published protocol (Sasagawa *et al*, 2013) and *in vitro* transcription. 3′ ends were captured using a biotinylated tag, followed by 3′ specific library construction (Pelechano *et al*, 2012). A short first sequencing read was used to obtain the UMI and cell barcode, whereas a longer (280 bases) second read was used to determine gene identity and polyadenylation site (Fig1 and Materials and Methods).

**Figure 1:**
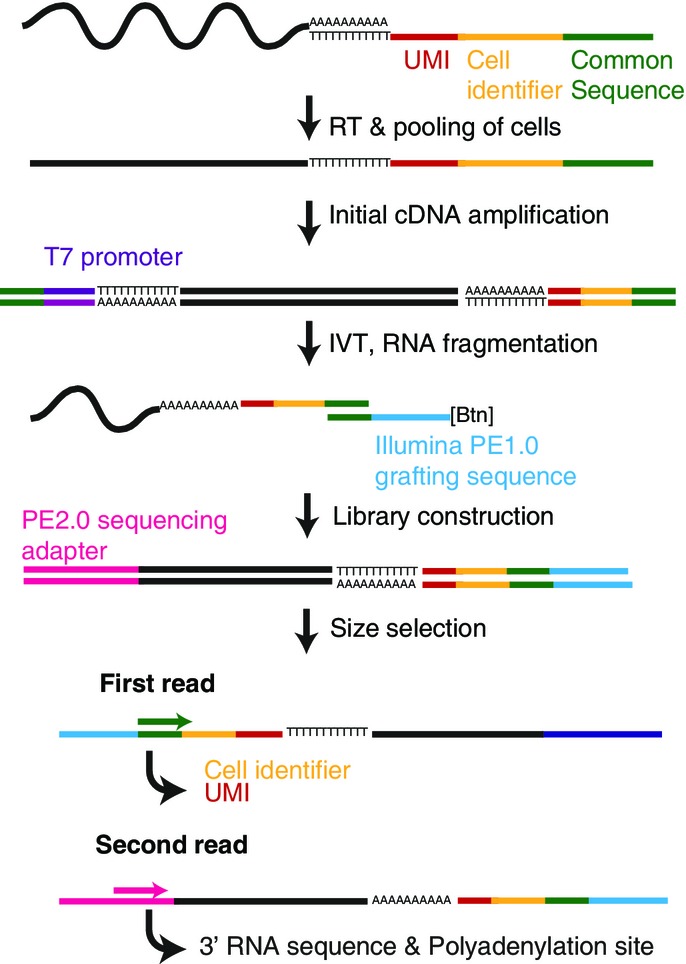
Scheme of the BATSeq protocol Reverse transcription was performed using an oligo-dT primer containing a unique molecular identifier (UMI), a cell identifier, and a common sequence. Following second-strand synthesis and limited PCR amplification, linearized RNA was produced by means of *in vitro* transcription (IVT). RNA was then captured at the very 3′ end using a biotinylated oligonucleotide, and libraries were produced on magnetic beads, followed by high-throughput sequencing.

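BATSeq primes the reverse transcription of polyadenylated RNA from a sorted cell with an oligo-dT primer that carries a cell identifier and a random unique molecular identifier (UMI), and then sequences the 3′ end of each transcript. Reads of a gene that share a UMI are counted as 1 transcript molecule, and the end of the read gives the polyadenylation site. The data cover 144 mouse cells, with 48 embryonic stem cells grown with FCS and LIF (ESC-FCS), 48 embryonic stem cells grown with LIF and a pair of kinase inhibitors (ESC-2i) and 48 neural stem cells (NSC), prepared in 2 library batches of 24 cells for each population. The authors sorted reads by cell identifier, trimmed the terminal A stretch, aligned the reads to mouse genome build GRCm38 and to the ERCC spike-in sequences, and removed reads that aligned to several places, were short, rich in A or likely to come from priming inside a transcript. They merged UMIs of a gene that differed at 1 base, merged positions within 12 nt into the most used site, and counted the UMIs and reads of each site in each cell without normalization. From these counts, the molecules of each gene were summed over its sites, leaving out antisense sites within or upstream of the gene. Before any filter, the molecules on genes per cell were 40 to 21049 in ESC-2i (median 7423.5), 73 to 14819 in ESC-FCS (median 3833.5) and 19 to 9037 in NSC (median 2890.5). The sample labels and the paper's text name no replicate cultures, so each population is treated as 1 culture, and its cells are not replicates of a condition. No test between cultures is made, and Fisher's exact test, where given, compares pools of molecules and not cultures. Tests within a population take the cells as units. Confidence intervals given for shares and counts are exact and cover counting error only.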

We applied BATSeq to 48 mouse embryonic stem cells maintained in medium with FCS and LIF (called ESC-FCS in the following), 48 ESCs maintained in medium containing LIF and the two selective inhibitors Chiron99021 and PD0325901 (called ESC-2i in the following) and 48 neural stem cells (NSC). To reduce large extrinsic fluctuations dependent on cell cycle state and cell growth (Snijder & Pelkmans, 2011), we FACS-sorted all cell populations by DNA content and size to include only small cells in G0/G1 (Appendix Fig S1). The libraries were sequenced on an Illumina MiSeq platform to a total depth of 42.3 million read pairs, 10.3 million of which passed computational filters as polyadenylation events (see Appendix Fig S2A and Materials and Methods for detail on read processing and filtering). 

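The deposited tables hold 10343605 reads over the 144 cells, with 5240115 in ESC-2i, 2770263 in ESC-FCS and 2333227 in NSC. Reads per cell were 48 to 283070 in ESC-2i (median 95126), 266 to 213341 in ESC-FCS (median 38005) and 34 to 159057 in NSC (median 38666). A molecule was covered by 11.9 reads on average.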

We noted that sequencing existing libraries deeper did not substantially increase the number of observed barcodes, but that library complexity could be increased by repeating the final library amplification step directly from the magnetic beads (Appendix Fig S2B). 

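Summed over all sites, the cells held 869187 molecules, of which 425631 came from ESC-2i, 260869 from ESC-FCS and 182687 from NSC. Genes received 762992 of these molecules, 2976 of them at sites antisense to the gene. Spike-in transcripts received 63446 and intergenic sites 42749. The molecules lay at 94587 sites and on 19736 genes.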

We observed 869,000 unique transcript molecules (UMI-gene combinations) across the 144 sequenced cells. After discarding cells with fewer than 1,000 observed transcript molecules, 107 cells were included in the further analysis (Appendix Fig S2C).

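Of the 144 cells, 35 had fewer than 1000 molecules on genes. Of the remaining 109 cells, 107 are in the table of molecules per gene, and these are used here as the main set, with 33 ESC-2i, 33 ESC-FCS and 41 NSC cells and 746922 molecules. The other two are ESC-FCS cell E11, with 1968 molecules on 1057 genes, and ESC-FCS cell H9, with 1306 molecules on 963 genes. In the cells kept, molecules on genes were 5342 to 21049 in ESC-2i (median 10864), 1079 to 14819 in ESC-FCS (median 6375) and 1234 to 9037 in NSC (median 3282). The library batches contributed 17 and 16 cells of ESC-2i, 19 and 14 of ESC-FCS, and 21 and 20 of NSC. The table gives the sum over the sites of a gene, other than antisense sites within or upstream of it, in all but 4 of its 2111752 entries.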

To gauge the accuracy of BATSeq in mapping 3′ ends, we utilized spiked-in *in vitro* transcripts with known polyadenylation (PA) sites (ERCC RNA spike-ins). We observed that 95% of all identified polyadenylation events lay within 12 nucleotides of the annotated PA site (Appendix Fig S3); we therefore collapsed all observed putative polyadenylation events to the highest peak within 12 nt distance and excluded putative PA sites of very low observed frequency. 

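In the merged sites of the 144 cells, 61664 molecules lay on 59 ERCC transcripts, and 60840 of them (98.7%, 95% exact interval 98.6 to 98.8) were within 10 nt of the known end. For 58 of the 59 transcripts, most molecules lay in that window. The remaining transcript was seen with 1 molecule. Merging had already moved positions within 12 nt onto the most used site, so the 98.7% does not measure the scatter of single positions.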

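Before any filter on how often a site is used within its gene, the ERCC transcripts carried 255 sites, and 196 of these were farther than 12 nt from the most used site of the transcript or antisense to it. Such sites held 678 molecules, 1.10% of the ERCC molecules, in 122 cells and on 23 transcripts, and 91 of them were antisense, with 212 molecules. Only 13 of the 196 sites had at least 10 molecules, and the most used had 45. Among transcripts with at least 100 molecules, no such site exceeded 1.21% of the molecules of the most used site.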

Following this filtering strategy, all PA sites of the ERCC spike-ins were identified correctly, with no false positives.

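Outside the spike-ins, 805741 molecules were assigned to the mouse genome in the 144 cells. Measured against the transcript ends of an annotation of GRCm38 (GENCODE M21), 500248 of them (62.1%, exact interval 62.0 to 62.2) lay within 10 nt of an annotated end, at a median position of -3 nt relative to that end, which is upstream. In the classes the authors gave to each site, 54.1% of molecules were within 10 nt of a gene's transcript end, 17.9% in the class next to it, 14.2% elsewhere in the terminal exon, 5.54% farther downstream, 1.86% in introns, 0.773% in upstream exons and 5.31% intergenic. Sites more than 2000 nt downstream of the last annotated end of their gene held 2.42% of molecules. The authors' own classes gave the largest departure from the share of 62.1% among the alternatives.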

Of all putative polyadenylation events identified in the mouse genome, 56% lay within 10 nt of annotated polyadenylation sites; of the remainder, most events aligned to terminal exons or up to 2 kb downstream of annotated PA sites (Fig2A and B). Note that the current annotations cover many frequently used PA sites, but any specific tissue uses approximately 50% unannotated PA sites (Derti *et al*, 2012).

**Figure 2:**
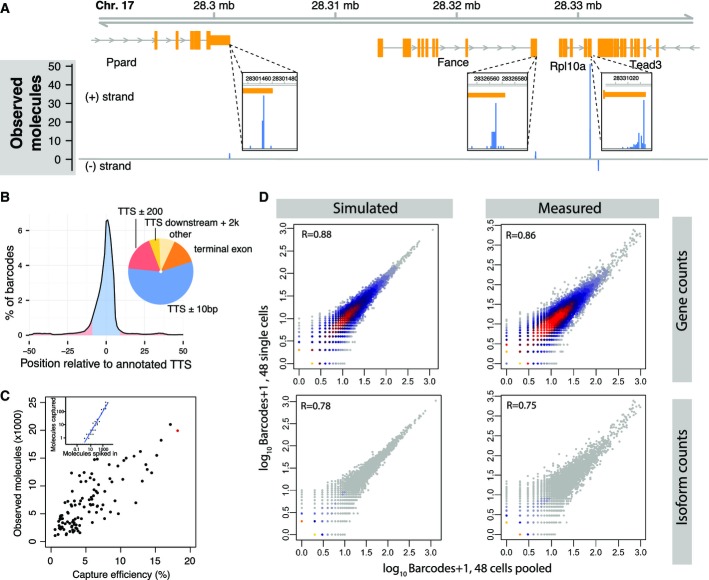
BATSeq provides quantitatively accurate polyadenylation site mapping in single cells

Mapping to a sample genomic region demonstrates that reads from BATSeq align to known 3′ ends of genes. 

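The region shown on chromosome 17 (GRCm38) covers 4 genes, and the molecules of all cells are pooled. Rpl10a (ENSMUSG00000037805, plus strand, 28328471 to 28331033) had 111 molecules, 110 of them at 28331032, 1 base before the annotated gene end. Fance (ENSMUSG00000007570, plus strand, 28313519 to 28326572) had 16, with 15 at 28326565. Tead3 (ENSMUSG00000002249, minus strand, 28331671 to 28350817) had 12, all at 28331717. For these genes every molecule lay within 10 nt of an annotated transcript end, and the lower limits of the exact intervals are 96.7%, 79.4% and 73.5%. Ppard (ENSMUSG00000002250, plus strand, 28232700 to 28301474) had 9 molecules, 6 of them at 28301463, 11 nt upstream of the end of the gene. By the annotation used here, none of the 9 lay within 10 nt of a transcript end, with an upper limit of 33.6%. The authors class the most used site of Ppard as within 10 nt of an end, so this count lies at the edge of the window.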

Molecule counts from all cells were pooled, and alignment to a region of chromosome 17 is shown. Surrounding known polyadenylation sites, reads scatter typically by < 10 nucleotides (insets)

Global alignment statistics. Genes were aligned by transcript termination site (TTS). The distribution of barcodes mapped to different genomic features is shown.

Quantification of BATSeq capture efficiencies using *in vitro* transcript spike-ins. For each cell, the number of RNA spike-in molecules observed after sequencing (inset, *y*-axis) was regressed against the known number of molecules spiked into the reaction (inset, *x*-axis), thereby determining a molecular capture efficiency for each cell. The inset shows the spike-ins for cell ESC-2i_G1 (red in main plot) with its regression line; the main plot shows the results of these regressions for all cells. 

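The known input of each ERCC transcript was not used here, and the number of ERCC molecules observed in a cell stands for its relative capture efficiency. Over the 107 cells, this number and the molecules on genes gave a Pearson r of 0.793 and a Spearman rho of 0.739, each with a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give. Without the 2 cells farthest from the median, r was 0.749. By population, r was 0.841 in ESC-2i, 0.845 in ESC-FCS and 0.659 in NSC. Within the 6 library batches it ranged from 0.581 to 0.871. The lowest value, in batch 2 of NSC (20 cells), had a permutation p of 0.00721 (0.00721 after Benjamini-Hochberg adjustment over the 6 batches), and there rho was 0.432 (p = 0.0586). On the log10 scale, the alternative that moved the pooled value most, r was 0.736. Spike-ins made up a median of 7.78% of the molecules of a cell in ESC-2i, 3.91% in ESC-FCS and 9.49% in NSC.

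**Figure D1:**
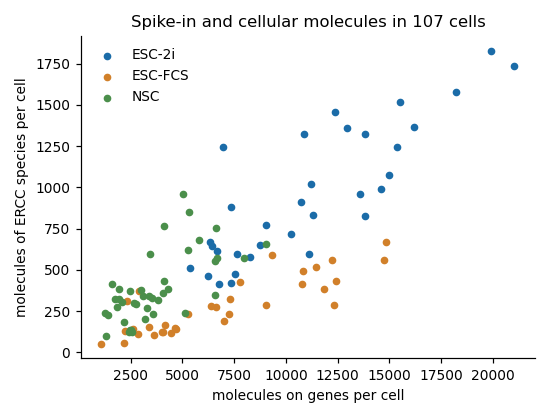
Molecules on genes per cell (x axis) against ERCC spike-in molecules per cell (y axis), where each point is 1 of 107 cells and colours give the population. The ERCC count rises with the molecules on genes in each population, with r of 0.841, 0.845 and 0.659 in ESC-2i, ESC-FCS and NSC.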

In reactions with higher capture efficiency, a higher number of cellular RNA molecules is observed (Pearson correlation 0.75).

Correlation between 48 ESC-FCS cells pooled (bulk experiment, *x*-axes) and 48 single cells (*in silico* sum of gene expression values, *y*-axes). The right panels show the measured correlations for gene counts (top) and isoform counts (bottom). The capture efficiencies of this experiment were somewhat lower (average of 0.04) than in our main dataset (Fig2C) due to less sequencing depth. To assess what correlations are expected from a noise model of binomial loss of RNA molecules (see Fig5A), we simulated two rounds of binomial subsampling from a distribution of “true” gene expression values, using measured capture efficiencies as success probabilities (left panels). Log gene expression values for the simulation were sampled from a mixture of two normal distributions, fitted to match, after subsampling, the measured distribution of the pooled cells. It is important to note that different strategies of selecting the distribution of “true” gene expression values had minimal effect on the simulated correlation coefficient. See Appendix Fig S2F for an alternative strategy.

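For each of the 5671 pairs of the 107 cells, Pearson's r was computed across transcripts from log10(count + 1), the scale of Fig 2D. On molecules, the mean r was 0.939 over the 59 ERCC transcripts (range 0.801 to 0.985) and 0.502 over 19412 genes (range 0.293 to 0.705). On reads, the corresponding means were 0.868 and 0.375. Within populations, the mean r of genes on molecules was 0.615 in ESC-2i, 0.537 in ESC-FCS and 0.450 in NSC, and that of the ERCC transcripts 0.957, 0.926 and 0.940. Leaving out the log moved these means most, to 0.717 for genes and 0.958 for ERCC transcripts on molecules. On that scale, which for reads was chosen after the values were seen, reads gave 0.600 and 0.920. Transcripts are not independent replicates, so no p-value is attached to these values.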

In order to avoid biases introduced during cDNA amplification, we counted UMIs instead of reads, thereby increasing the average pairwise Pearson correlation between samples to *R* = 0.95 for the spiked-in *in vitro* transcripts and to *R* = 0.72 for the transcripts produced by the different cells (Appendix Fig S2D, average pairwise correlation of read counts: *R* = 0.92 and *R* = 0.6). The mean capture efficiency of BATSeq was estimated to be 5.4% by regressing the observed number of UMIs on the known concentration of the ERCC spike-ins (Fig2C). We observed a mean of 6,980 UMIs (transcript molecules) per cell, stemming from an average of 2,800 genes observed per cell. These benchmarks were similar to the values reported in a recently published single-cell transcriptomic method (Grün *et al*, 2014) which, unlike BATSeq, does not provide the ability to map polyadenylation sites. 

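Over the 107 cells, the mean was 6980.6 molecules on genes and 2803.7 genes with at least 1 molecule. The median number of genes was 3980 in ESC-2i, 2667 in ESC-FCS and 1841 in NSC. Without the filter on cells, the alternative with the largest effect, the means over 144 cells were 5280.5 molecules and 2154.5 genes.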

The frequency of UMI template switching was negligible (Appendix Fig S2E).

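A second set of libraries was made apart from the main dataset. It holds 48 single ESC-FCS cells (ESC-FCS control cells), a library from a pool of 48 ESC-FCS cells, and 2 libraries from pools of 48 ESC-2i cells, for which the paper's text does not state whether they come from separate pools. Reads were processed by the authors as in the main dataset, and counts of molecules and reads per site are given without normalization. The control cells had 43 to 14547 molecules on genes (median 4265.5, sum 225537) from 253 to 98379 reads (median 27786), and 42 of them reached 1000 molecules. The ESC-FCS pool had 179155 molecules on 12083 genes from 1577495 reads. The ESC-2i pools had 479483 and 494799 molecules on 15030 and 14856 genes, from 1576599 and 2462410 reads. Spike-in molecules numbered 9 to 235 per control cell (median 76), 76 in the ESC-FCS pool and 0 in the ESC-2i pools. With 1 pool for ESC-FCS, no replicate of the pool is at hand. For each gene and each polyadenylation site, counts of the pool and of the sum of all 48 control cells were compared as log10(molecules + 1), and the correlation was set against 1000 draws in which both libraries sample binomially from the same expression values.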

As an additional measure to gauge the quantitative precision of the BATSeq method, we generated libraries from a pool of 48 single ESC-FCS cells and compared them to the *in silico* average of 48 additional single cells generated on the same day. We observe a Pearson correlation of 0.86 for gene-level counts and 0.75 for isoform counts between these technical controls (Fig2D).

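Across 14115 genes with a molecule in the pool or in the control cells, Pearson's r was 0.851. Across 35302 sites it was 0.736. Genes and sites are not independent replicates, so these values carry no p. Counts without the log moved them most, to 0.930 in each case. Restricting the comparison to genes with at least 10 molecules in both libraries together gave 0.825.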

In the analyses presented below, we assume that technical noise in UMI-based methods is due to binomial sampling of a pool of RNA species with a known capture efficiency (Fig5A). To confirm that such a process accounts for all technical noise of BATSeq, we simulated bulk-vs.-single cell correlations based on that assumption (Fig2D, Appendix Fig S2F; see Figure legend for details on how simulations were performed). The obtained correlation of 0.88 for simulated gene-level counts and 0.78 for simulated isoform-level counts are very close to the measured values, and we therefore conclude that the technical noise of BATSeq is well described by binomial sampling. 

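With both libraries drawn binomially from shared expression values at the depth of each, the 1000 draws gave a mean r of 0.888 for genes (95% of draws 0.886 to 0.890) and 0.783 for sites (0.781 to 0.785). The measured values of 0.851 and 0.736 lay below these ranges. Among genes with at least 10 molecules in both libraries together, the draws gave 0.905, and without the log 0.995, against the measured 0.825 and 0.930. From the closeness of its simulated and measured correlations, the paper concludes that binomial sampling describes the technical noise well.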

The small difference between experiment and simulation may be due to residual biological variance between two pools of 48 cells.

### BATSeq identifies known and novel genes with highly variable expression in stem cell models

To confirm that BATSeq can be used to derive single-cell gene expression, we first analyzed expression levels without taking isoform information into account. Expression of marker genes such as *Nanog*, *Sox2*, and *Nes* followed expected patterns in ESC-FCS, ESC-2i, and NSC populations (Fig EV1A), and cells readily clustered into the three populations (Fig3). 

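Values of marker genes are molecules per 10000 molecules on genes, pooled over the cells kept, with 95% exact Poisson intervals. Nanog (ENSMUSG00000012396, chromosome 6, 122707489 to 122714633) had 172 molecules in 32 of 33 ESC-2i cells, 4.67 per 10000 (4.00 to 5.42), and 68 molecules (interval 52.8 to 86.2) in 21 of 33 ESC-FCS cells, 3.00 per 10000. No Nanog molecule was seen in the 41 NSC cells, for which the upper limit is 0.243 per 10000. Sox2 (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461) was found in all populations, at 1.63 per 10000 (1.24 to 2.10) in ESC-2i, 2.29 (1.71 to 3.01) in ESC-FCS and 1.12 (0.652 to 1.79) in NSC. Nes (ENSMUSG00000004891, chromosome 3, 87971078 to 87980451) had 47 molecules in 30 NSC cells, 3.09 per 10000 (2.27 to 4.12), against 6 molecules (0.163 per 10000, 0.0598 to 0.355) in ESC-2i and 2 (0.0882 per 10000, 0.0107 to 0.319) in ESC-FCS. The neural genes Olig2 and Olig1 had 74 and 93 molecules in NSC, and no more than 1 and 2 in either embryonic population. Of the embryonic markers of Fig EV1A, Pou5f1 had 19, 4 and 0 molecules in ESC-2i, ESC-FCS and NSC.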

We further confirmed that mean molecule counts measured in this study were well correlated with values published in two other studies, in which single-cell transcriptomics of embryonic stem cells was performed (Fig EV1B, Pearson correlation coefficients: Islam *et al*, 2013 – this study: 0.65, Grün *et al*, 2014 – this study: 0.72, Islam *et al*, 2013 – Grün *et al*, 2014: 0.73).

**Figure 3:**
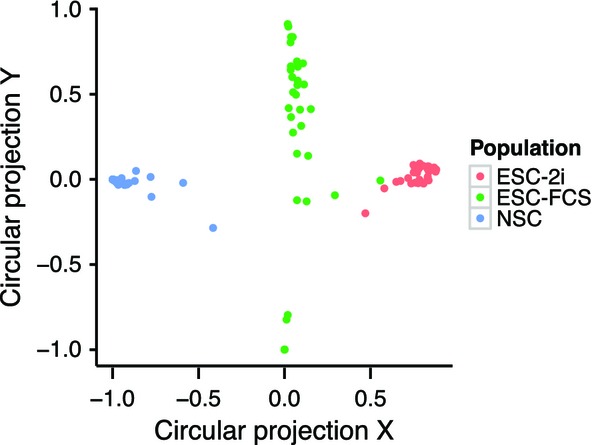
Single cells cluster by cell populations Molecular gene count data were used for the clustering. See Jaitin *et al* (2014) for the algorithm used for the projection.

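The projection used for Fig 3 was replaced here by k-means with 3 clusters on 10 principal components of log-transformed counts, scaled to the molecules of each cell, over the 2553 genes with a mean of at least 0.5 molecules. All 107 cells fell in the cluster of their own population, an adjusted Rand index of 1. The index was also 1 when the 98 cells with at least 2000 molecules were thinned to 2000 molecules each. Clusters made within a population did not follow its library batches, with an index of 0.0038 in ESC-2i, 0.0217 in ESC-FCS and -0.00233 in NSC.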

By applying a statistical method which tests whether observed gene expression variability exceeds what is expected from technical noise by at least a given margin (Brennecke *et al*, 2013), we identified genes with highly variable expression within each population. 

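Counts of genes were divided by size factors computed by the median-ratio method over genes seen in all cells of the population (229 in ESC-2i, 78 in ESC-FCS and 45 in NSC), and counts of ERCC transcripts by factors computed in the same way from 12, 5 and 8 ERCC transcripts. The squared coefficient of variation (CV2) of the ERCC transcripts was fitted as a constant plus a term in 1/mean, with 16, 9 and 10 transcripts in the fit. A gene was called variable when its variance exceeded the fitted technical noise plus a biological CV2 of 0.25, at a Benjamini-Hochberg adjusted p below 0.1, the threshold given for Fig EV2. The margin is not given in the paper's text. Genes with a normalized mean above 0.5 were tested, 3616 in ESC-2i, 2026 in ESC-FCS and 1157 in NSC. The restriction to ERCC transcripts was chosen after the values with all 62 spike-in species had been seen. In counts simulated with 200 variable genes, the procedure recovered a median of 130, 117.5 and 144.5 of them at the depth and cell number of ESC-2i, ESC-FCS and NSC, with a median of 22.5, 52 and 44.5 false calls. Over 20 simulated datasets each, false calls ranged from 2 to 223, 13 to 261 and 9 to 139. These medians are more than an adjusted p limit of 0.1 would allow.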

(Fig EV2, Table EV1). As expected, the transcription factors *Rex1* and *Nanog* appeared variably expressed in the ESC-FCS population (Chambers *et al*, 2007; Toyooka *et al*, 2008), but not in the ESC-2i population, for which a more homogeneous signaling state is expected (Wray *et al*, 2010). 

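Nanog in ESC-FCS had a CV2 of 1.36 against a technical CV2 of 0.778, with a p of 0.101 and an adjusted p of 0.906 over the 2026 genes tested. In ESC-2i its CV2 was 0.489 (adjusted p = 1). Rex1, listed as Zfp42 (ENSMUSG00000051176, chromosome 8, 43295063 to 43306980), had 26 molecules in 10 ESC-FCS cells, with a CV2 of 3.70 against a technical 2.73 (p = 0.159, adjusted p = 1), and 61 molecules in 26 ESC-2i cells (adjusted p = 1). Without the CV2 margin, Nanog passed the threshold in ESC-FCS (adjusted p = 0.0650) and also in ESC-2i (adjusted p = 0.0638), while Zfp42 did not in ESC-FCS (adjusted p = 0.426).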

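Lefty1 (ENSMUSG00000038793, chromosome 1, 180935022 to 180938400) had 107 molecules in 25 of 33 ESC-FCS cells and 0 in ESC-2i. Its CV2 in ESC-FCS was 1.56 against a technical 0.568 (p = 0.00141, adjusted p = 0.0551). With a margin of 0.5, the adjusted p was 0.953. Dnmt3l (ENSMUSG00000000730, chromosome 10, 78041947 to 78063622) had 76 molecules in 21 ESC-FCS cells, 24 of them in the highest cell, and a CV2 of 4.76 against a technical 0.728 (adjusted p = 1.05e-15). In batch 1 alone it passed (adjusted p = 1.36e-12), but in batch 2 alone its adjusted p was 1.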

In ESC-FCS, the extent of expression variability for several other development-related genes was even higher; examples included the body-axis specifying signaling molecule *Lefty1* and the DNA methyltransferase regulator *Dnmt3l*.

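Stella, listed as Dppa3 (ENSMUSG00000046323, chromosome 6, 122626410 to 122630272), had 14 molecules in 4 of 33 ESC-2i cells, 11 of them in the highest cell. Its CV2 was 23.8 against a technical 2.21 (adjusted p = 1.72e-44). In batch 1 of ESC-2i its mean was too low for the test, and in batch 2 the adjusted p was 1.1e-24. Sca-1, listed as Ly6a (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031), had 27 molecules in 10 ESC-2i cells, 14 of them in the highest cell, and none in the other populations. Its CV2 in ESC-2i was 5.80 against a technical 1.96 (adjusted p = 4.25e-04), and its mean in batch 2 was too low for the test. The call of Ly6a depends on the restriction to ERCC transcripts. With all spike-in species, the same test did not call it (p = 0.476), but still called Dppa3 (adjusted p = 2.65e-08).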

Within the ESC-2i population, several genes displayed highly variable expression; examples include the transcription factor *Stella*, a regulator of the embryoid body/trophectoderm fate decision (Hayashi *et al*, 2008), and the mesenchymal stem cell marker *Sca-1*. 

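By the test described above, 22 genes were called variable in ESC-2i, 68 in ESC-FCS and 124 in NSC. In the simulations with equal numbers of variable genes, the median of false calls was also higher at the depth of ESC-FCS than of ESC-2i. At an unadjusted p below 0.05 there were 93, 159 and 196. Among the 1886 genes tested in both embryonic populations, 11 were called in ESC-2i and 51 in ESC-FCS. ESC-2i and ESC-FCS shared 5 calls, ESC-FCS and NSC 8, and ESC-2i and NSC 4. Of the genes of Table EV1 with an adjusted p under the same threshold, 12 of 48, 60 of 215 and 112 of 158 were also called here in ESC-2i, ESC-FCS and NSC, where the copy of the ESC-2i sheet read here holds its first 1999 genes, sorted by p up to a p of 1. The calls include 6, 4 and 10 genes of the mitochondrial genome. The number of genes in NSC moved most, from 27 with cells of at least 2000 molecules to 1114 without a limit on the mean. All alternatives gave fewer genes in ESC-2i than in ESC-FCS. With each cell thinned to 2000 molecules, the median over 20 draws was 5 genes (2 to 15) in ESC-2i and 9.5 (3 to 43) in ESC-FCS, and 8 of the 20 draws gave no fewer genes in ESC-2i.

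**Figure D2:**
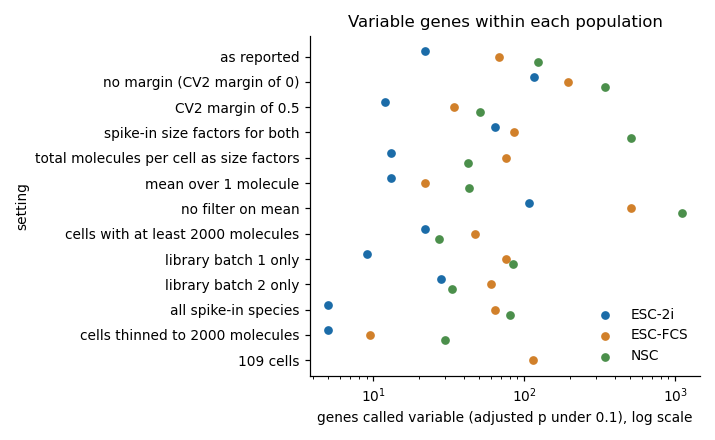
Genes called variable (x axis, log scale) under each setting (y axis) in ESC-2i, ESC-FCS and NSC, shown as coloured points. The main setting gives 22, 68 and 124 genes, and the points of ESC-2i lie left of those of ESC-FCS in each setting.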

The number of identified variable genes was smaller in ESC-2i than in ESC-FCS (Fig EV2D), in line with what was expected from the more homogeneous signaling state in this condition (Wray *et al*, 2010; Grün *et al*, 2014). NSCs again appeared to constitute a more heterogeneous population, with highly variably expressed genes enriched in the GO-term “cerebellum development” (*P* = 2.5 × 10^−4^, 6-fold enrichment compared to non-variably expressed genes).

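NSC had the largest number of calls of the populations under the main setting. When each of the 33 NSC cells with at least 2000 molecules was thinned to 2000 molecules, the median over draws was 30 genes (7 to 240). The order of ESC-FCS and NSC changed in 3 of 11 settings. With total molecules as size factors there were 75 genes in ESC-FCS and 42 in NSC, with cells of at least 2000 molecules 47 and 27, and in library batch 2 alone 60 and 33. Olig2 had an adjusted p of 0.0558 in NSC. The paper relates the smaller number of variable genes in ESC-2i to a more homogeneous signaling state in that medium.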

We conclude that BATSeq can provide insight into gene expression of stem cell populations, and we confirm that some genes are variably expressed in ES cells maintained in 2i medium, a condition generally considered very homogeneous (Wray *et al*, 2010).

### Bayesian modeling reveals variability in isoform preference across single cells from homogeneous populations

We next sought to characterize variability in polyadenylation site usage within the relatively homogeneous stem cell populations. 

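Rps27l (ENSMUSG00000036781) lies on the plus strand of chromosome 9, and its sites at 66949511 and 66949471 are 40 nt apart. In ESC-2i the longer isoform had 142 molecules and the shorter 54. Over the 33 cells, the molecules of both isoforms correlated with a Pearson r of 0.678 (two-sided permutation p = 6e-05, adjusted over the 2 genes p = 0.00012) and a Spearman rho of 0.659. Without the 2 cells farthest from the median, r was 0.504. In library batches 1 and 2, r was 0.681 and 0.752. If each cell divides its molecules at the pooled ratio, simulated data gave a mean r of 0.534 (95% of datasets 0.295 to 0.735).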

For some genes, such as the ribosomal protein *Rps27l*, observed ratios between major and minor 3′ isoform were similar in different cells within the ESC-2i population, that is, a higher expression of the gene was reflected by a proportional increase in the levels of both isoforms (Fig4A, upper panel). By contrast, for many other genes such as the ubiquitin ligase *Skp1a*, observed isoform ratios were highly variable within that population and expression levels of major and minor isoform did not appear correlated (Fig4A, lower panel).

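Skp1a (ENSMUSG00000036309) lies on the plus strand of chromosome 11, and its sites at 52246670 and 52246243 are 427 nt apart. In ESC-2i the longer isoform had 44 molecules and the shorter 46. Their Pearson r over the cells was -0.0834 (permutation p = 0.666) and Spearman's rho -0.0451. Without the 2 cells farthest from the median, r was 0.0559, and in library batches 1 and 2 it was 0.341 and -0.387. Division of molecules at the pooled ratio would give a mean r of 0.305 (95% of simulated datasets 0.0502 to 0.551), and 0.07% of simulations were at or below the observed value. The longer isoform made up 32.7% of molecules (exact interval 20.3 to 47.1) in batch 1 and 71.1% (54.1 to 84.6) in batch 2. Across all genes with 2 isoforms, the median r in ESC-2i was 0.141, with 355 genes above 0 and 135 below.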

**Figure 4:**
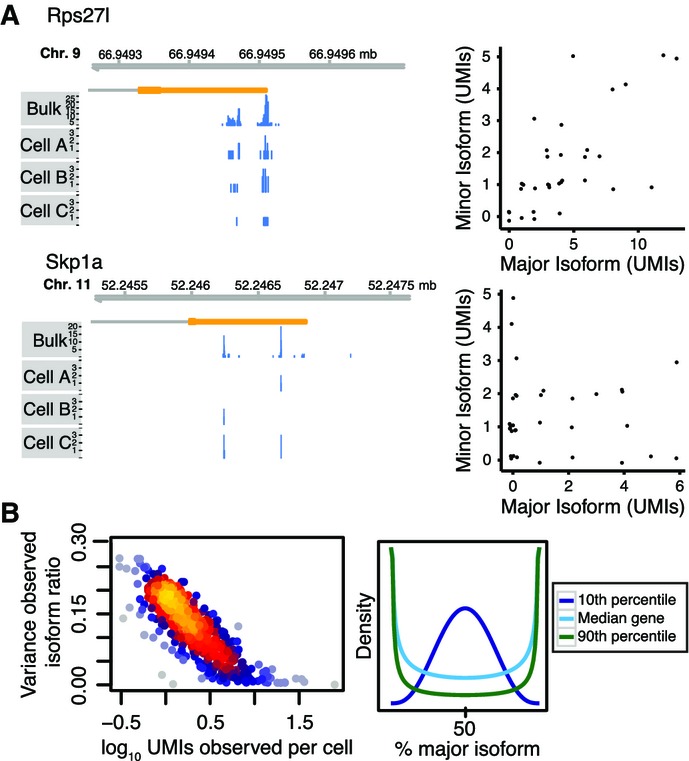
Raw isoform count data is noisy

Example genes. For some genes such as *Rps27l*, higher gene expression appears to result in a proportional increase in both isoforms; for other genes such as *Skp1a*, isoform usage appears not to be correlated at all. The left panels show coverage tracks for pooled data of all ESC-2i cells and three sample cells. The right panels show scatter plots summarizing data from all ESC-2i cells. Up to 0.1 UMIs xy-jitter was added to reduce overplotting.

Global trend. Overall, the variance in observed (raw) isoform ratios is lower in more highly expressed genes. 

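In ESC-2i, the median variance of the observed ratio was 0.190 among the third of genes with the lowest expression (below 1.27 molecules of both isoforms per cell) and 0.0536 among the third with the highest (above 2.60).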

The right panel illustrates hypothetical densities for the 10^th^, 50^th^ and 90^th^ percentile of observed variance and an assumed isoform ratio of 50:50.

To gain a comprehensive view, we focused on those 493 genes for which we observed at least two isoforms expressed at moderate to high levels each, corresponding to an average expression level of between 8 and 1,000 RNA molecules per cell and isoform (Table EV2). 

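The 493 pairs were taken from Table EV2, whose sums over cells were equal to those of the single-cell counts for all 986 isoforms in each population. The major isoform is the longer in 262 pairs and the shorter in 231. Sites of a pair are 13 to 113059 nt apart (median 387), and 136 pairs are less than 100 nt apart. Molecules of both isoforms together numbered 49685 in ESC-2i, 32102 in ESC-FCS and 20173 in NSC.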

We rarely observed more than 2 isoforms per gene at that expression level, and we therefore restricted our analysis to the two most highly expressed isoforms of each gene. 

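The median number of molecules of both isoforms of a gene per cell was 1.67 in ESC-2i (range over the 493 genes 0.0303 to 79.3), 1.09 in ESC-FCS (0.0303 to 58.2) and 0.561 in NSC (0 to 20.7).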

In the following, we focus on the ESC-2i population as an illustrative example because coverage for that population was highest (Appendix Fig S2C), but conclusions drawn for the other populations were identical and are included in the figures where appropriate.

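Across the genes of Table EV2 in ESC-2i, the variance over cells of the observed ratio of the longer isoform fell with the mean number of molecules, with a Spearman rho of -0.843. Genes are not independent replicates, so no p is given. When each cell divided its molecules at the pooled ratio of the gene, simulated datasets gave a mean rho of -0.801 (95% of datasets -0.826 to -0.774). With only the cells that hold at least 2 molecules of the gene, rho was -0.597.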

At the level of the raw data, isoform ratios of highly expressed genes appeared less variable than isoform ratios of lowly expressed genes (Fig4B). Obvious causes of variability are technical noise in single-cell RNA sequencing (95% of RNA molecules are not observed) and random partitioning of the set of mRNA molecules to isoforms (Fig5A). Only if technical noise and random partitioning cannot explain the observed variability in isoform ratios, one has evidence of biological variability in the *preference* of single cells for different isoforms.

**Figure 5:**
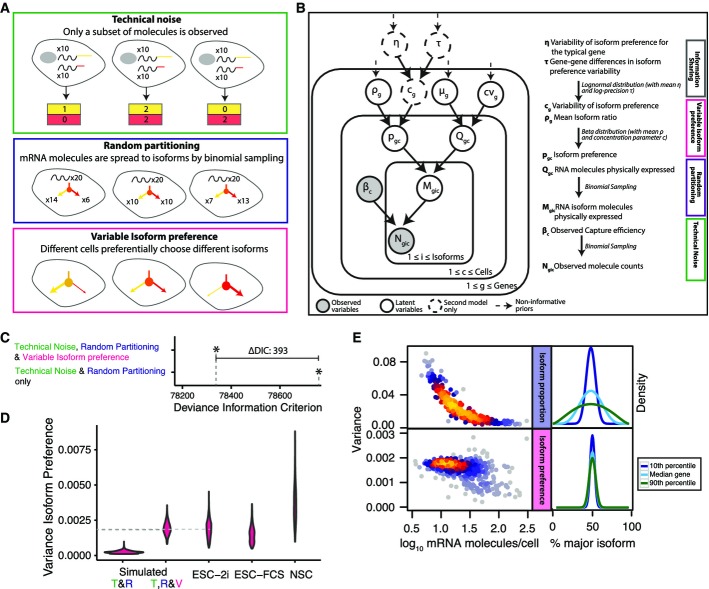
Isoform preference is different in different cells

Three layers of noise can explain the observed variance in isoform ratios.

Directed acyclical graph of the BATBayes model. The number of RNA molecules per cell, Q_gc_, is drawn from a negative binomial distribution with parameters μ_g_ (the mean expression level of gene g), and cv_g_ (the coefficient of variation). All other parameters and distributions are explained in the figure. See also Appendix Supplementary Text and Supplementary Code EV1.

A model with variable isoform preference is to be preferred according to the Deviance Information Criterion.

Posterior of the variance in isoform preference is different from zero for real data. The posterior density of the variance in isoform preference was different from zero for real data, but concentrated close to zero for data simulated under the assumptions of a model of identical isoform preference in all cells (i.e., all variability due to technical noise & random partitioning only). The model provides a quantitatively correct estimate of the variance in a dataset simulated under the assumption of a specific variance in isoform preference (dashed light grey line indicates the value assumed during simulation, dark grey line indicates the inferred value).

Global distribution of inferred variance of isoform ratios. For lowly expressed genes, considerable variance in isoform proportion exists solely due to the effect of binomial partitioning of RNAs to isoforms. Isoform preference is less variable. The level of variance is similar across genes and independent of gene expression level. The right panel illustrates hypothetical densities for the 10^th^, 50^th^ and 90^th^ percentile of variance and an assumed isoform ratio of 50:50.

We developed and compared two Bayesian statistical models (“BATBayes”) to dissect the relative contribution of technical noise, random partitioning, and putative variability in isoform preference (see Fig5B, Appendix Supplementary Text and Supplementary Code EV1 for an explicit mathematical presentation of our model). In these models, we describe PA site choice as a stochastic process, as follows: Whenever a cell produces a transcript molecule for a gene with several PA sites, the PA site used for the new molecule will be chosen at random, with each of the available PA sites having a certain probability of being chosen. We refer to this vector of probabilities as the cell's *isoform preferences* for the given gene. We then ask whether all cells within a population have the same isoform preferences (first model) or whether isoform preferences vary from cell to cell (second model). Here, it is important to distinguish the isoform preferences from the *isoform proportions*. By the latter, we mean the proportions of a gene's isoforms among the transcript molecules that were actually present in the cell at the time of lysis. Even in the first model (same isoform preferences in all cells), the isoform proportions will differ from cell to cell, in the same way as two runs of each ten times flipping a coin may result in two different counts of heads. We refer to the latter effect as the *random partitioning* of the set of the transcript molecules present in a cell into polyadenylation isoforms (Fig5A, blue box). If now, in our coin analogy, two differently biased coins are used in the two runs, the observed counts will tend to differ in a more extreme way; and in a similar way, we will see stronger variability if the isoform preferences vary across cells (Fig5A, red box). Note that not only isoform preferences but also isoform proportions cannot be directly observed: Due to the limited capture efficiency of single-cell sequencing, a molecule is seen in the sequencing libraries only with a certain probability, giving rise to further variation, which we describe as technical noise (Fig5A, green box).

In our first model, only technical noise and random partitioning contribute to cell–cell variability in polyadenylation site usage, whereas the second model allows for different cells to have different isoform preferences. The second model shares information across genes to infer the variability in isoform preference for the “typical” gene (Fig5B), but also infers gene-wise estimates of isoform preference variability, which we discuss further below.

We found clear evidence for variability in isoform preference, that is in favor of the second model, based on the following analyses: We first used the deviance information criterion (DIC; Spiegelhalter *et al*, 2002), which compares models based on goodness of fit and expected degree of overfitting and found that the DIC evaluated in favor of the second model (Fig5C, ΔDIC: 393). 

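The comparison of both models was made here with a beta-binomial likelihood. Given the sum of both isoforms in a cell, the molecules of the longer isoform follow a binomial distribution under random partitioning with equal capture, and a beta-binomial distribution when the preference varies between cells. The priors of Code EV1 were used, and the mean ratio, the concentration of each gene and the parameters shared by genes were integrated numerically. The ratio of marginal likelihoods gave a log10 Bayes factor of 4.30 for varying preference in ESC-2i, 0.979 in ESC-FCS and 3.19 in NSC, where a value above 2 had been set as the threshold. Datasets were simulated from this model for ESC-2i only. The threshold was passed in 0 of 5 datasets without variation, 1 of 5 at a variance of 0.001, 3 of 5 at 0.002 and 5 of 5 at 0.005.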

We then fitted the second model to the data and found that the variance in isoform preference (for the typical gene) was estimated to be different from zero for all stem cell populations under study (Fig5D, see also Appendix Fig S4 for details on model fitting using Monte Carlo Markov chains). In contrast, when we simulated a dataset with no variability in isoform preference, we found an estimate that was close to zero (Fig5D, and Appendix Fig S5A for details on the simulated dataset). 

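For a gene with a mean ratio of 0.5, the posterior mean of the variance in isoform preference was 0.00189 in ESC-2i (95% credible interval 0.000287 to 0.00322), 0.00196 in ESC-FCS (0.000667 to 0.00333) and 0.00467 in NSC (0.00169 to 0.00744). The prior on the variance lies above 0, so that an interval cannot include 0. With library batch 1 of ESC-2i alone, the alternative that moved the evidence most in that population, the variance was 0.00117 and the log10 Bayes factor -1.36. With a separate mean ratio for each library batch, the log10 Bayes factors were 1.16 in ESC-2i, 0.420 in ESC-FCS and 1.79 in NSC, none of them past the threshold. In data simulated for ESC-2i without variation, the estimate was 0.000267. The same model was run on pairs of ERCC transcripts, where no cell makes a choice. It gave 0.00316 in ESC-2i (log10 Bayes factor 34.1), 0.00257 in ESC-FCS (8.72) and 0.00173 in NSC (1.82). In ESC-2i and ESC-FCS these values are no smaller than those of the genes, so noise beyond binomial sampling stays open as a source. The paper concludes that cells differ in isoform preference beyond technical noise and random partitioning. Its basis includes the deviance information criterion, a variance estimated away from 0 and a simulated dataset without variability.

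**Figure D3:**
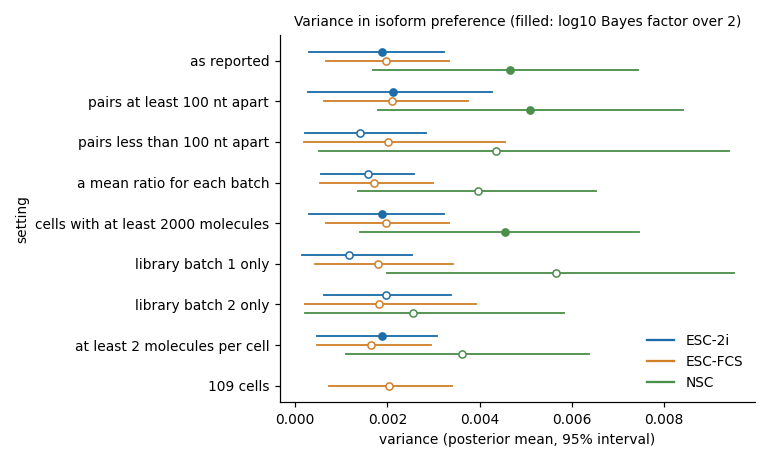
Posterior mean variance in isoform preference (x axis) with its 95% credible interval under each setting (y axis), for ESC-2i, ESC-FCS and NSC, where filled points have a log10 Bayes factor above 2. Under the main setting the means are 0.00189, 0.00196 and 0.00467, and the point of ESC-FCS is open.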

When we simulated a dataset with a known variance in isoform preference, the inferred posterior mean of the variance parameter deviated from the value used for the simulation by < 1% (Fig5D). We further used simulations to verify that the inferences made do not depend on accurate estimates of the capture efficiency of BATSeq (Appendix Fig S5B and C). The conclusions drawn from the model even hold if capture efficiencies differ for different isoforms (Appendix Fig S5D). We finally compared whether the variability in isoform preference differs in the different cell types under study, and we found that it was quantitatively similar in all cell types under study.

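Expressed as a standard deviation of the ratio, the posterior means correspond to 0.0434 in ESC-2i, 0.0443 in ESC-FCS and 0.0683 in NSC. The credible intervals of the populations overlap. In NSC, library batch 1 alone gave a variance of 0.00566 and batch 2 alone 0.00255. Whether the populations differ in this variance was not tested, since each is 1 culture.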

We therefore conclude that BATBayes constitutes a useful framework for disentangling different sources of cell–cell variability in isoform choice, and we show that polyadenylation site usage is variable across single cells. To confirm this finding by an independent, more frequentist statistical approach, we compared the variance of the observed isoform ratios for each gene to the expected variance obtained by simulating the first model 1,000 times for each gene (Appendix Fig S6A). We found a significant enrichment of genes whose observed variance exceeded the variance predicted by the first model (*P* = 4.6 × 10^−8^, Binomial test).

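For each gene with molecules of both isoforms and at least 2 cells with a molecule, the variance of the observed ratio over cells was set against 20000 simulations in which each cell divides its molecules at the pooled ratio, and genes above the median of their simulations were counted. In ESC-2i, 296 of 491 genes were above (60.3%). In 1000 datasets simulated as a whole, the mean count was 244 (95% of datasets 222 to 265), a one-sided Monte Carlo p of 0.000999, the smallest that 1000 datasets can give. ESC-FCS had 264 genes above (53.8%, mean of datasets 237.7, p = 0.00899), and NSC had 243 of 445 (54.6%, mean 202.1, p = 0.000999). A binomial test against an even split gave p-values of 2.98e-06, 0.0521 and 0.0289. Simulation at the pooled ratio was tested on data without varying preference, and a p below 0.05 arose in 11 of 50 such datasets. Shuffling isoforms between cells, chosen after the values were seen, gave 4 of 50, and under it the counts were 286 (p = 0.000999), 241 (p = 0.142) and 200 (p = 0.005). A chi-square statistic in place of the variance, which raised p most in ESC-2i and NSC, gave 267 (p = 0.018), 243 (p = 0.345) and 222 (p = 0.0859).

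**Figure D4:**
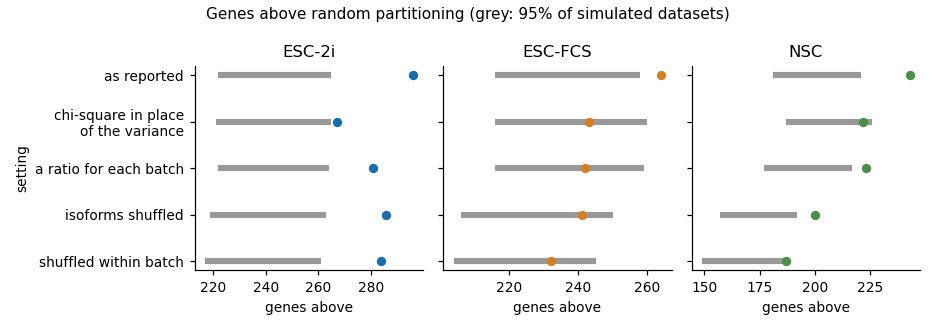
Number of genes whose variance of the isoform ratio lies above the median of its simulations (points, x axis) under 5 settings (y axis), in a panel for each population, with grey bars for 95% of the simulated datasets. With the pooled ratio, the counts of 296, 264 and 243 lie right of the bars.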

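The relation between expression and the variance of the observed ratio was weaker in the populations with lower coverage. Across genes, rho was -0.746 in ESC-FCS and -0.469 in NSC. Simulated datasets with division at the pooled ratio gave means of -0.685 and -0.309.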

For the entire set of genes analyzed, lowly expressed genes had more variable isoform proportions. This is because both technical noise and also noise from random partitioning (Fig5E, upper panel) increase in strength for low transcript counts. Importantly, the BATBayes model does not only infer a global parameter for isoform choice variability, but does provide gene-by-gene estimates; however, we found only evidence for relatively minor gene–gene difference in isoform choice variability (Fig5E, lower panel and Appendix Fig S6B and C). 

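Taken gene by gene, 0 genes passed an adjusted p of 0.1 in the Monte Carlo test of the variance in any population, and 35, 33 and 19 genes in ESC-2i, ESC-FCS and NSC had a p below 0.05, where 24.6, 24.6 and 22.3 would arise by chance. The smallest adjusted p was 0.123, 0.597 and 0.289. The posterior mean variance of single genes had a median of 0.00295 in ESC-2i, with 10% and 90% quantiles of 0.00262 and 0.00346, and from the lowest to the highest gene it was 0.00102 to 0.0309. In ESC-FCS these quantiles were 0.00226 and 0.00241 (lowest to highest 0.00185 to 0.00351), and in NSC 0.00547 and 0.00596 (0.00412 to 0.0104). The upper end of a gene's credible interval was at least 7.46 times its lower end in ESC-2i, 5.82 times in ESC-FCS and 4.32 times in NSC.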

Larger isoform-specific single-cell sequencing datasets may in future help to more clearly disentangle gene-wise differences in isoform choice variability.

### Isoform choice variability is also evident from smFISH

To investigate single-cell isoform usage with an independent experimental method, we performed RNA-isoform-specific smFISH in ESC-FCS and NS cells (Waks *et al*, 2011). Two genes (*Kpnb1* and *Hdlbp*) were selected based on the following criteria: (i) length difference between alternative isoforms over 500 nt; (ii) expression of both isoforms at approximately equal amounts; (iii) a total expression level of between 30 and 100 molecules per cell to facilitate spot counting. 

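In the BATSeq data, the sites of Kpnb1 (ENSMUSG00000001440, chromosome 11, minus strand, 97159714 to 97187881) are 1820 nt apart. Of its molecules, 53 of 81 in ESC-FCS (65.4%, exact interval 54.0 to 75.7) and 34 of 61 in NSC (55.7%, 42.4 to 68.5) came from the longer isoform. In ESC-2i it was 33 of 126 (26.2%, 18.8 to 34.8), with 42.2% in batch 1 and 17.3% in batch 2. The sites of Hdlbp (ENSMUSG00000034088, chromosome 1, minus strand, 93405940 to 93478815) are 1826 nt apart, and the longer isoform made up 11 of 37 molecules in ESC-FCS (29.7%, 15.9 to 47.0) and 10 of 33 in NSC (30.3%, 15.6 to 48.7). By library batch, Hdlbp had 40.0% and 8.33% in ESC-FCS, and 20.0% and 46.2% in NSC.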

We designed Q570-labeled probes specific to the common sequence and Q670-labeled probes specific to the optional region of the 3′ UTR. Specificity of the probes was confirmed by checking for co-localization of signal from the alternative 3′ UTR with signal from the common sequence (Fig6A; Appendix Fig S7). In all experiments, we observed examples of cells using mostly either the long or the short isoform (Fig6A; Appendix Fig S7). We then quantified the number of spots (Materials and Methods) and found that the distribution of isoform ratios across cells was significantly broader than what would be expected if only random partitioning, but no variable isoform preference, were to determine isoform ratios (Fig6B). Tendencies of mean number of molecules per cell, average isoform ratio, and also the variance of isoform proportions matched between the BATBayes prediction and smFISH (Fig6C). smFISH therefore validates the qualitative and quantitative predictions of the BATBayes model.

**Figure 6:**
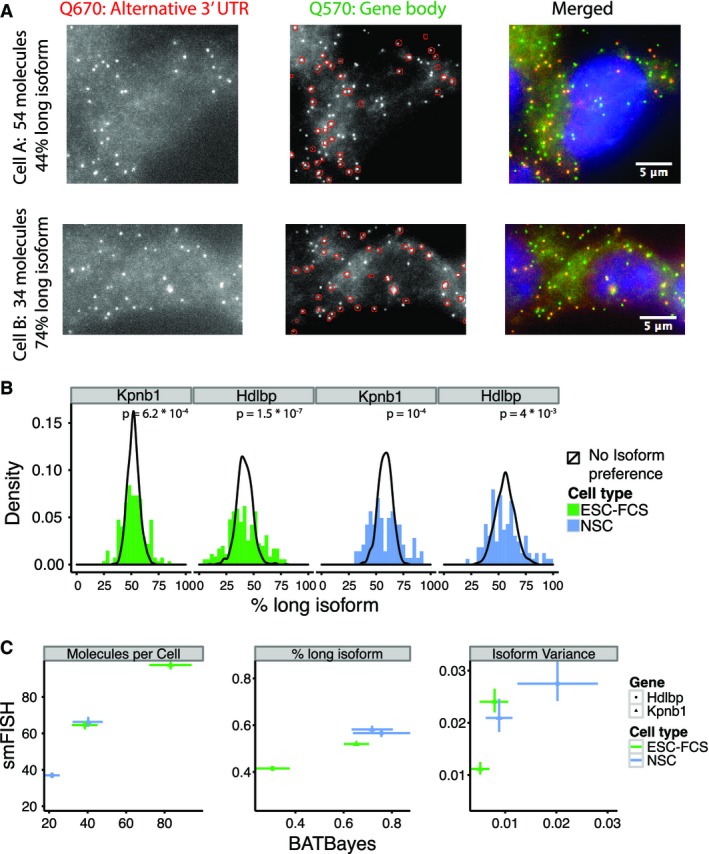
smFISH validates isoform choice variability

Raw smFISH data for a sample gene, *Hdlbp*. Shown are one NS cell with a low percentage of mRNA molecules using the long isoform (top row) and one cell with a high percentage of mRNA molecules using the long isoform (bottom row). Left column: Red channel containing probes specific to the alternative 3′ UTR. Central column: Green channel with probes specific to the gene body. Dots identified in the red channel are superimposed in red to demonstrate that each red dot colocalized with a green dot. Right column: Both channels merged.

Distribution of isoform ratios observed by smFISH, contrasted to distributions expected assuming no variability in isoform choice. *P*-values shown are from a Kolmogorov–Smirnov test comparing simulated and measured distributions.

Quantitative comparison of different parameters inferred by the two methods. Error bars denote 66% confidence intervals.

In single-molecule FISH, bright nuclear spots are interpreted as active sites of transcription that contain several recently produced mRNA molecules which have not yet diffused off their site of synthesis (Raj *et al*, 2006; Waks *et al*, 2011). For the *Kpnb1* gene in ES cells, we found that such sites are dominated by a single isoform (Fig EV3). This observation provides a first hint at the mechanism behind isoform choice variability: Once set, an active polyadenylation site appears to remain active for several cycles of transcription.

### Coordinated changes in 3′ UTR length dominate isoform preference in mixed populations

Large coordinated changes in 3′ UTR length are frequently observed across cell populations and during development (Sandberg *et al*, 2008; Ji *et al*, 2009). 

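For each gene of Table EV2, the share of molecules at the site farther from the transcript start (longer isoform) was computed over the pooled cells of a population. Over all genes it was 46.4% in ESC-2i (exact interval 45.9 to 46.8), 50.0% in ESC-FCS (49.4 to 50.5) and 58.1% in NSC (57.4 to 58.8). By library batch the shares were 46.6% and 46.2%, 50.2% and 49.7%, and 58.7% and 57.6%. Among 382 genes with at least 20 molecules in both populations, 100 had a share at least 10 percentage points higher in ESC-FCS than in ESC-2i and 41 a share at least 10 points lower, with a median difference of 2.50 points. NSC against ESC-FCS gave 68 higher and 30 lower of 249 genes (median difference 3.01 points), and NSC against ESC-2i 101 and 14 of 266 (6.39 points). With Fisher's exact test at P below 0.05, which compares these pools of molecules and not cultures, the counts were 38 and 14, 38 and 6, and 60 and 7. The comparison of single library batches gave 43 to 72 genes higher and 15 to 24 lower for ESC-FCS against ESC-2i. Pairs less than 100 nt apart, taken alone, gave 23 and 12, 10 and 8, and 19 and 4 genes, and all genes without a minimum of molecules gave 135 and 62, 167 and 83, and 211 and 60. Of the 141 genes that differ by at least 10 points between the embryonic populations, 75 higher and 27 lower had the same direction in all 4 pairs of library batches. Within ESC-2i, 31.7% of genes differed by at least 10 points between its library batches, in ESC-FCS 29.7% and in NSC 40.5%.

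**Figure D5:**
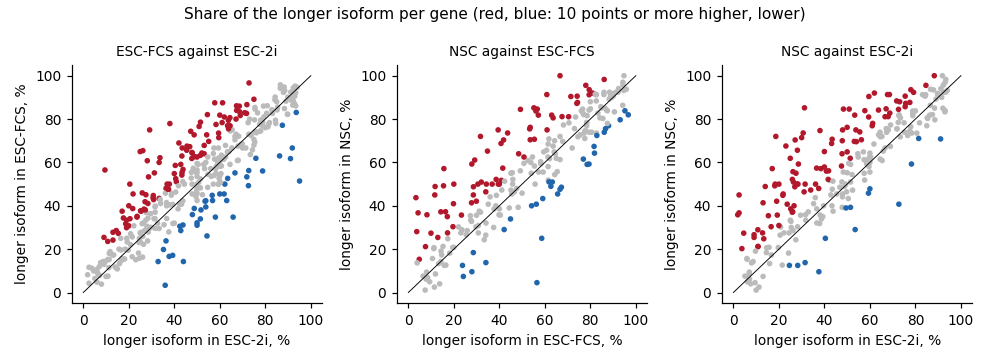
Percent of molecules from the longer isoform in each of 2 populations (x and y axes), in a panel for each comparison, where points are genes with at least 20 molecules in both and red and blue mark shares at least 10 points higher and lower. Red points outnumber blue points by 100 to 41, 68 to 30 and 101 to 14.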

By pooling data from single cells of the three different stem cell populations, we found evidence for the use of longer 3′ UTR isoforms in neural stem cells, and, interestingly, in ESC-FCS compared to ESCs maintained in 2i medium (Fig7A). To investigate whether isoform preferences can be used to identify single cells independently of gene expression, we fitted the BATBayes model to the pool of all 107 cells included in this study. Cell types were roughly separated based on the estimates of single-cell isoform preference, but ESC-FCS cells did not form a distinct cluster (Fig7B). 

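As a counterpart to this projection, the first principal component of the residuals of the isoform ratios was taken over the 107 cells. A residual was the ratio of a cell minus the pooled ratio of the gene, without scaling or weighting by molecules. The area under the ROC curve (AUC), the chance that a cell of the first-named population has the higher value, was 0.905 for ESC-FCS against ESC-2i, 0.899 for NSC against ESC-FCS and 0.989 for NSC against ESC-2i. An AUC of 1 means no overlap.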

We improved the clustering by extending BATBayes to include a component of correlated changes in 3′ isoform preference (Fig EV4A, Appendix Supplementary Text and Supplementary Code EV2). 

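A logistic model with a score for each cell and a loading for each gene, both with normal priors, was fitted to the molecules of the longer and shorter isoforms without the names of the populations. The medians of the score were -0.703 in ESC-2i, 0.261 in ESC-FCS and 1.21 in NSC. The area under the ROC curve, which is 1 when populations do not overlap, was 0.961 for ESC-FCS against ESC-2i, 0.984 for NSC against ESC-FCS and 1 for NSC against ESC-2i. Between library batches of the same population it was 0.643, 0.530 and 0.455. Comparing single batches, ESC-FCS against ESC-2i gave 0.920 to 0.991 and NSC against ESC-FCS 0.976 to 0.992. Within populations, the score and the number of molecules of a cell had a Spearman rho of -0.307, 0.206 and 0.0054. The smallest area fell most, to 0.572, when each cell was thinned to the 104 molecules of the shallowest cell. In a setting chosen after the values were seen, with 83 cells thinned to 400 molecules each, it was 0.866.

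**Figure D6:**
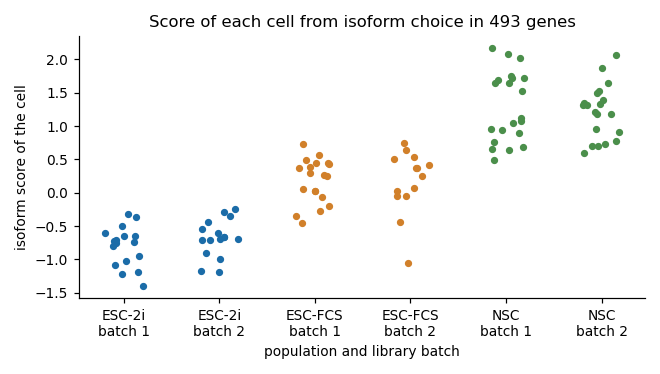
Isoform score of each cell (y axis, no unit) by population and library batch (x axis), where points are cells. The medians of ESC-2i, ESC-FCS and NSC are -0.703, 0.261 and 1.21, and both batches of a population overlap.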

When we fitted the extended model (BATBayes2) to all 107 cells, cell populations were separated completely (Fig7C). The observed clustering appeared to be predominantly due to coordinate lengthening from ESC-2i to NSC of the 3′ UTRs of almost all genes under study (Fig7D). 

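The loading was above 0 (a larger share of the longer isoform toward NSC) for 343 of 493 genes (69.6%) and below 0 for 150. It was above 0 for 182 of the 262 genes whose major isoform is the longer and for 161 of the 231 whose major isoform is the shorter. Across genes, the loading and the difference in share between NSC and ESC-2i had a Spearman rho of 0.786. Of genes past the 10 point threshold in NSC against ESC-2i with the same direction in each pair of library batches, those with the largest difference are Tpm1 (chromosome 9), Tmed10 (chromosome 12), Prkar1a (chromosome 11), Hnrnpa0 (chromosome 13) and Bzw1 (chromosome 1), with sites 805 to 5382 nt apart. Tpm1 (ENSMUSG00000032366) had 31.3% of molecules from the longer isoform in ESC-2i (10 of 32), 55.2% in ESC-FCS (16 of 29) and 85.2% in NSC (23 of 27), with Fisher's exact p of 5.27e-05 between the pools of NSC and ESC-2i (adjusted p = 0.000737). Tmed10 (ENSMUSG00000021248) had 18.6%, 31.7% and 72.0% (adjusted p = 9.36e-07), Prkar1a (ENSMUSG00000020612) 23.1%, 50.0% and 67.6% (adjusted p = 0.00215), Hnrnpa0 (ENSMUSG00000007836) 27.1%, 41.9% and 70.4% (adjusted p = 5.1e-05) and Bzw1 (ENSMUSG00000051223) 30.7%, 43.6% and 73.6% (adjusted p = 5.35e-05). By library batch, the shares in ESC-2i were 36.8% and 10.0% for Prkar1a and 36.8% and 15.6% for Hnrnpa0, and batch 2 of NSC holds only 3 molecules of Tpm1. From the loadings, the paper proposes that the cells separate mainly through coordinate lengthening of 3′ UTRs from ESC-2i to NSC.

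**Figure D7:**
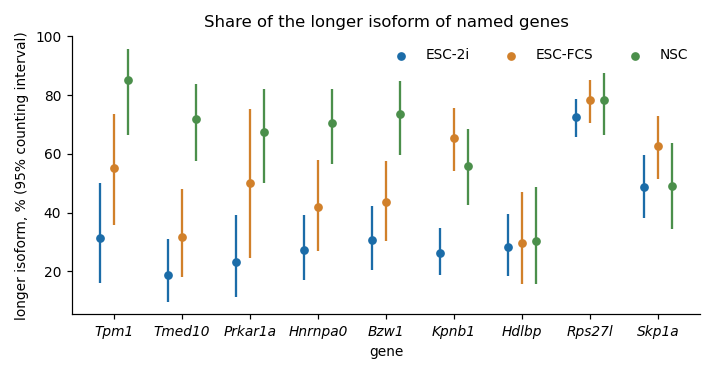
Percent of molecules from the longer isoform (y axis) with 95% exact counting intervals in ESC-2i, ESC-FCS and NSC for the genes named here and for Kpnb1, Hdlbp, Rps27l and Skp1a (x axis). The share of Tpm1 is 31.3%, 55.2% and 85.2%, and that of Hdlbp in pooled cells is 28.2%, 29.7% and 30.3%, with library batches from 8.33% to 46.2%.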

The BATBayes2 algorithm was designed such that only isoform choice, but not total gene expression levels, influences the clustering. Indeed, simulated datasets confirm that clustering by BATBayes2 is not affected by gene expression levels (Fig EV4B); further, the cell types also separated well if using only genes expressed at similar levels (average expression fold changes of < 2, Fig EV4C). 

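Mean molecules per cell differed by less than 2-fold between any 2 populations for 86 of the 493 genes. A score fitted to these genes alone gave an area under the ROC curve of 0.851 for ESC-FCS against ESC-2i, 0.909 for NSC against ESC-FCS and 0.999 for NSC against ESC-2i. With expression taken per molecule of the cell, a setting chosen after the values were seen, 282 genes differed by less than 2-fold and the smallest area was 0.954.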

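Pairs with sites at least 100 nt apart (357 genes) gave a smallest area under the ROC curve of 0.949, and the 98 cells with at least 2000 molecules gave 0.984.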

The 3′ UTR usage pattern therefore contains all the information required to identify cell types. We further note that the 3′-based clustering algorithm developed here separates cell types comparable to circular *a posteriori* projection, a state-of-the art algorithm based on total gene expression levels (Jaitin *et al*, 2014; see Fig3).

**Figure 7:**
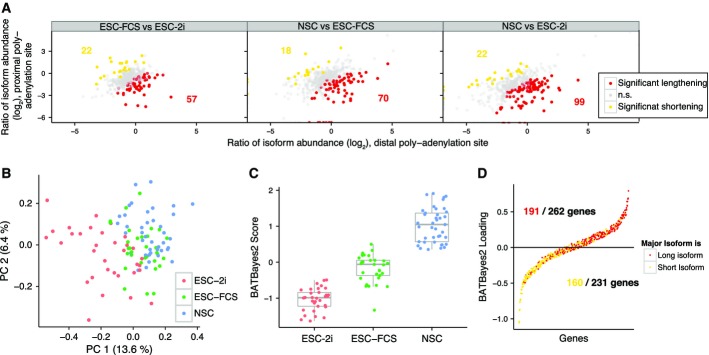
Clustering of single cells based on 3′ isoform usage

Molecule count data from pooled cells reveals a trend toward isoform lengthening from ESC-2i to ESC-FCS and NSC. Data from all cells of each population were pooled. Red dots indicate genes for which the longer 3′ isoform was significantly upregulated in the population under investigation; yellow dots correspond to significant upregulation of the shorter 3′ isoform. Significance was determined by Fisher's test (*P *<* *0.05), see also Hoque *et al* (2013).

Clustering of cells based on isoform preference. BATBayes estimates for isoform preference were subjected to principal component analysis.

BATBayes2 can be used to effectively cluster cells from different populations based exclusively on 3′ isoform use. Posterior means of the inferred scores are shown; each dot corresponds to a cell. For details on the model applied, see Appendix Supplementary Text, Fig EV4A and Supplementary Code EV2

BATBayes2 reveals coordinate lengthening of 3′ isoforms. Posterior means of the inferred loadings are shown; each dot corresponds to a gene. Mild jitter in *y* direction was added to reduce overplotting.

We then asked whether coordinate changes in 3′ UTR choice also govern isoform variability within homogeneous populations. Importantly, the BATBayes2 model is not restricted to coordinated 3′ UTR length changes, but designed to discover any correlations in 3′ UTR choice across single cells. When we fitted the extended model to the individual cell populations, we found no evidence for the presence of a correlated component. 

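Correlated choice was tested here with the largest eigenvalue of the matrix of standardized residuals (cells by genes), set against 1000 datasets in which cells choose independently at the pooled ratio of each gene, with a one-sided Monte Carlo p. The eigenvalue was 1.38 in ESC-2i (mean of simulated datasets 1.21, p = 0.000999, the smallest p possible), 1.17 in ESC-FCS (mean 1.06, p = 0.00799) and 0.908 in NSC (mean 0.825, p = 0.026). With a separate ratio for each library batch, it was 1.35 (p = 0.000999), 1.13 (p = 0.005) and 0.840 (p = 0.019). The axis then had 42.5%, 36.7% and 41.4% of its weight in 1 cell. Without the cell of the largest weight, in settings chosen after the values were seen, the p-values were 0.0759, 0.138 and 0.035 with simulated datasets that keep their own such cell, and 0.00799, 0.028 and 0.004 with it removed from each of them as well. In ESC-FCS, pairs at least 100 nt apart gave p = 0.118. With simulated cells that choose independently but with the variance of the beta-binomial model, also chosen after the values were seen, p was 0.00799, 0.044 and 0.174. In simulated data where 25% of genes had a loading of 0.25, the test passed in 4, 4 and 1 of 10 datasets at the depth of ESC-2i, ESC-FCS and NSC. With 100% of genes it passed in 10, 10 and 6. From its own fit, read with its simulations of detectable effects, the paper concludes that effects shared by many genes do not dominate the variability.

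**Figure D8:**
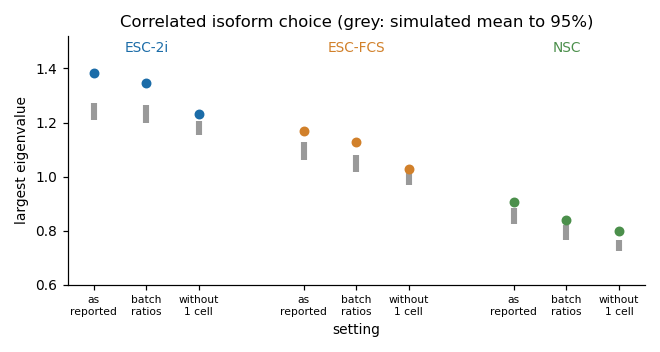
Largest eigenvalue of the residual matrix (points, y axis, no unit) in each population under 3 settings (x axis), with grey bars from the simulated mean to the 95% point of simulated datasets. With 1 pooled ratio the eigenvalues of 1.38, 1.17 and 0.908 lie above the bars, as do those without 1 cell, which is removed from each simulated dataset as well.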

Simulations showed that relatively strong correlations across at least half of the genes studied are required for such an effect to be noticeable given the current data (Fig EV4D). While we therefore cannot exclude the presence of some correlated variation, for example, due to fluctuations in miRNA expression, we conclude that effects affecting multiple genes in a coordinate fashion do not dominate isoform choice variability.

## Discussion

The major finding from our study is that even in homogeneous populations, cells differ in their preferences for 3′ RNA isoform choice. This variability is beyond what can statistically be explained by either technical noise or random partitioning of RNA molecules to isoforms.

To investigate cell-to-cell heterogeneity in polyadenylation site usage on a genome-wide scale, we developed BATSeq, the first method for PA-site quantification in single cells. BATSeq accurately identifies known PA sites and its quantitative accuracy is comparable to recently published protocols that do not include 3′ isoform information (Grün *et al*, 2014). In future, the use of microfluidics has the potential to increase quantitative accuracy further (Islam *et al*, 2013; Wu *et al*, 2014). Like others, we found that the use of molecular barcodes in single-cell transcriptomics is useful, not only because of reduced technical noise, but also because the availability of molecular counts facilitates quantitative statistical modeling of the biological processes that generate the observed data (Grün *et al*, 2014; Jaitin *et al*, 2014).

Polyadenylation requires the recruitment and binding of the 3′ end processing machinery to the nascent pre-mRNA, where the efficiency of recruitment depends on the affinity of the polyadenylation signal to the processing machinery (Gil & Proudfoot, 1987). The 3′ end processing machinery is expressed in relatively limiting amounts (Chuvpilo *et al*, 1999), and it may therefore be expected that due to stochastic binding of PA factors to nascent mRNAs, polyadenylation would for each nascent transcript occur randomly at either site. While such a mechanism alone could create considerable cell-to-cell heterogeneity in 3′ isoform usage ratios, our results demonstrate the presence of an additional source of variability.

For mRNA levels, it has been shown that variability exceeds molecular noise, both due to mechanisms acting at the level of individual genes and due to mechanisms that collectively affect multiple genes (Elowitz *et al*, 2002; Raser & O'Shea, 2004). In the case of mRNA isoforms, a possible mechanism affecting multiple genes would, for example, be variations in the expression of core polyadenylation machinery components or miRNAs. However, we found no evidence for coordinated variation in polyadenylation site choice (Fig EV4D). Mechanisms that affect genes individually are therefore likely to contribute to the variability in isoform preference. In the case of mRNA levels, transcriptional bursting greatly increases gene expression noise (Raj & van Oudenaarden, 2008), and analogous mechanisms might affect isoform preference. For one gene, we observed that active sites of transcription are dominated by a single 3′ isoform. Once chosen, an active polyadenylation site might remain active for several cycles of transcription; however, this proposed mechanism warrants further investigation.

In bulk data, it has previously been shown that PA site choice is affected by nucleosome density and certain chromatin marks (Spies *et al*, 2009; Khaladkar *et al*, 2011). Variability in chromatin states between individual cells may therefore affect polyadenylation site activity and be a mechanism that confers isoform choice variability. While beyond the scope of this study, dynamic measurements of isoform usage in single cells, for example, based on live RNA labeling (Hocine *et al*, 2013), could provide further insights into the molecular mechanisms involved.

In the case of mRNA levels, expression variability serves to diversify cellular phenotypes (Acar *et al*, 2008; MacArthur & Lemischka, 2013). Our results show that especially for genes of moderate expression, polyadenylation isoform ratios are highly variable across cells solely because of random partitioning of mRNAs to isoforms. In cases where isoforms differ in stability (Spies *et al*, 2013), it is therefore conceivable that random isoform choice translates to differences in protein expression, similar to examples known from bulk studies, where altered isoform use of single genes can even affect cell proliferation (Mayr & Bartel, 2009). Stochastic variations in 3′ isoform usage may therefore be an additional cause of phenotypic cell–cell heterogeneity, at least in the case of some genes.

Between the three stem cell populations investigated, 3′ isoform usage changes in a coordinated fashion for many genes, with more pluripotent populations (ESC-2i, ESC-FCS) expressing shorter 3′ UTRs. This finding is in line with previous work that found 3′ UTRs to gradually lengthen during development, especially neuronal development (Ji *et al*, 2009), and to shorten during dedifferentiation to iPS cells (Ji & Tian, 2009). Interestingly, we found that single cells from different populations of stem cells can be clearly distinguished by 3′ UTR usage, independently of gene expression levels. This demonstrates that 3′ UTR usage is under tight control during developmental changes or alterations in signaling environment (ESC-2i vs. ESC-FCS). While earlier work demonstrated that such isoform shortenings have clear phenotypic consequences at least in some cases (Mayr & Bartel, 2009), the transcriptome-wide consequences of global length changes are unclear (Spies *et al*, 2013; Gruber *et al*, 2014). It would also be conceivable that UTR length changes are just a consequence of epigenomic alteration between ESC-2i, ESC-FCS, and NSC, which remains to be further characterized. From a practical perspective, single-cell RNA isoform preference clearly contains information useful for distinguishing between cell types and may therefore increase resolution in single-cell transcriptomic studies aimed at charting tissue heterogeneity.

Some recent work has investigated cell–cell variability in RNA splicing. While a study using single-molecule FISH on two genes found that variability in splice isoform ratio exceeds the variability expected from random partitioning to a relatively modest level, quantitatively similar to the level we observed for polyadenylation isoforms (Waks *et al*, 2011), a single-cell transcriptomic study reported much more widespread bimodality in splice isoform usage (Shalek *et al*, 2013). BATBayes could help to reconcile these findings by accounting for both technical noise of single-cell transcriptomics and the probabilistic distribution of RNA molecules to isoforms.

In conclusion, the results presented here demonstrate that variability in 3′ isoform use is a layer of transcriptomic heterogeneity that has previously been overlooked, despite its potential implications on regulation of transcript isoform choice and its utility in separating cell populations.

## Materials and Methods

### Stem cell culture

We used 46C mouse embryonic stem cells (Sox1-GFP ES cells) (Ying *et al*, 2003), originally derived from the E14tg2a cell line. Cells were grown at 37°C in a 5% (v/v) CO_2_ incubator on gelatin-coated (0.1% v/v) dishes. For the ESC-2i samples, serum-free ES cell culture medium (2i/LIF) was prepared by supplementing the 50% Dulbecco's modified Eagle's minimal essential medium, 50% F12 (DMEM/F12, Invitrogen) medium with N2 and B27 (Gibco), BSA (Gibco), HEPES (final concentration 4.5 mM), 0.1 mM beta-mercaptoethanol and with PD0325901 (1 μM), CHIR99021 (3 μM), and LIF (10 ng/ml, produced in-house). For the ESC-FCS samples, the ES cells were grown in Glasgow modified Eagle's medium (GMEM, Invitrogen), supplemented with 10% (v/v) fetal bovine serum (FBS) (Sigma), LIF (10 ng/ml, produced in-house), 1 mM beta-mercaptoethanol, non-essential amino acids (Gibco), and sodium pyruvate (Gibco). Accutase (Sigma) was used for cell dissociation. Cells were passaged every second day at a seeding density of 3 million cells per 10-cm petri dish. Medium was exchanged daily.

### Differentiation of ES cells to neural cells and culture of NS cells

To initiate monolayer differentiation into NS cells (Ying & Smith, 2003; Ying *et al*, 2003; Pollard *et al*, 2008), ES cells were plated at a density of 2 million cells per gelatin-coated 10-cm petri dish in 50% Dulbecco's modified Eagle's minimal essential medium, 50% F12 (DMEM/F12, Invitrogen) medium supplemented with N2 and B27 (Gibco), BSA (Gibco), non-essential amino acids (Gibco), glucose (final concentration 0.03 M), HEPES (final concentration 4.5 mM), and 0.1 mM beta-mercaptoethanol (differentiation medium). Medium was exchanged after 24 and 48 h, and the cultures were grown for additional 72 h. Cells were then gently dissociated using Accutase (Sigma), the GFP^+^ cell fraction (corresponding to ca. 70% of cells) was sorted by flow cytometry and seeded into a laminin (Sigma)-coated 75-cm^2^ flask (final density of laminin: 10 μg/cm^2^ of culture surface, coating time: minimum 4 h at 37°C). Subsequently, cells were grown in differentiation medium supplemented with 10 ng/ml in-house-prepared recombinant murine EGF and bFGF until loss of GFP expression and uniform up-regulation of Nestin expression was observed. Cells were passaged at 80% confluence, and medium was exchanged daily.

### FACS sorting for single-cell transcriptomics

Cells were detached as described above, taken up in culture medium, and stained with Hoechst 34580 (Life Technologies) at a dilution of 1:10 for 15 min. Small cells with 1N DNA content were then sorted by gating for Hoechst fluorescence and Forward/Side-Scatter (Appendix Fig S1).

### cDNA synthesis and amplification

For initial cDNA amplification, a modified version of the QUARTZ-Seq protocol (Sasagawa *et al*, 2013) was used. During all steps described in the following, reactions were kept on ice. Individual cells were sorted in 0.6 μl of *single-cell lysis buffer* (for a list of all buffers used in BATSeq, see Appendix Table S1) containing ERCC spike-ins at a final dilution of 1:4,000,000. Primers were annealed by addition of 0.8 μl *priming buffer* followed by 90 s of incubation at 70°C and 15 s of incubation at 35°C. Reverse transcription was performed by addition of 0.8 μl *barcoding RT buffer* and 5 min of incubation at 35°C, 20 min at 45°C, and 10 min at 70°C. The RT primers contained barcodes for early multiplexing (see Appendix Table S2 for a list of primers used); however, to avoid bead purification steps that potentially compromise capture efficiency, only cells from 4 neighboring wells were pooled at that stage. For digestion of unbound primer, 4 μl of *ExoI buffer* was added and primer digestion was performed by 30 min of incubation at 37°C, followed by 20 min of inactivation at 80°C. Restricted poly-A tailing was performed by addition of 10 μl *polyA tailing buffer* and incubation at 37°C for 50 s, followed by enzyme inactivation for 10 min at 65°C. Second-strand synthesis was performed by addition of 35 μl *PCR Mix I* and incubation at 98°C for 130 s, 40°C for 1 min, and 68°C for 5 min. The primer used for second-strand synthesis contained a T7 promoter that was later used to linearize the PCR product. Suppression PCR was performed by addition of 50 μl *PCR Mix II* and 14 cycles of denaturing (98°C, 10 s), annealing (65°C, 15 s), and synthesis (68°C, 5 min), followed by a final synthesis step (68°C, 5 min).

PCR product was purified by addition of 0.6× HighPrep™ PCR beads (MAGBIO) and elution to 10 μl elution buffer. The volume ratio of magnetic beads to PCR was chosen to select against short products, that is, by-products that formed from poly-A tailing of remaining RT primer (see Tang *et al*, 2009; Sasagawa *et al*, 2013). Following bead purification, neighboring wells were pooled. Each well then contained the amplified cDNA from 8 cells.

### *In vitro* transcription

The PCR product was further amplified and prepared for 3′ end capture by *in vitro* transcription (IVT). Therefore, 10 μl *IVT mix* (Appendix Table S1) were added to 20 μl of purified cDNA and incubated at 37°C for 14 h, followed by enzyme inactivation for 10 min at 65°C. cDNA was digested using the Turbo DNA-free kit (Life Technologies) according to the manufacturer's instructions. The amplified RNA was purified by addition of 1.3× the reaction volume of HighPrep™ PCR beads (MAGBIO) and eluted into 10 μl EB. Neighboring wells were pooled so that each well finally contained the reaction product from 24 uniquely barcoded cells in 30 μl volume.

### Library construction for poly-A site mapping

To map poly-A sites, a published protocol (Pelechano *et al*, 2012) was modified. Amplified RNA was fragmented by addition of 7.5 μl *fragmentation buffer* (Appendix Table S1) and incubation at 80°C for 7 min. Cleanup was performed using 1.8× HighPrep™ PCR beads and elution into 10 μl EB. Reverse transcription was performed using a capture primer complementary to the 5′ region of the primer used in the first step of cDNA synthesis and amplification. First, 1.7 μl 1.57 M trehalose, 0.5 μl 1 μM biotinylated BATSeq capture primer (Appendix Table S2), and 1 μl 10 mM dNTP mix (NEB) were added. Samples were then incubated at 65°C for 5 min to disrupt secondary structure, and subsequently, 7.3 μl *library RT buffer* was added and samples were incubated at 42°C for 50 min, followed by enzyme inactivation at 72°C for 15 min. Cleanup was performed using 1.5× HighPrep™ PCR beads and elution into 39.5 μl EB. Second strands were synthesized by addition of 10.5 μl of DNA polymerase I and RNaseH-containing *second-strand buffer*, followed by incubation at 16°C for 2.5 h. To remove primers and short products, cleanup was performed using 1× HighPrep PCR beads™ and eluted in 20 μl EB.

Libraries were then constructed on magnetic beads. 20 μl of Dynabeads M-280 Streptavidin (Invitrogen) were washed two times with 200 μl *B&W buffer* and resuspended in 20 μl 2× B&W buffer. Purified cDNA was then added to the beads and incubated for 15 min at room temperature. Dynabeads were washed twice using B&W buffer, once using EB and resuspended in 21 μl EB. End repair was performed by addition of 2.5 μl end repair buffer and 1.25 μl end repair enzyme mix (NEBNext DNA Sample Prep Master Mix Set 1, NEB) and incubation at 20°C for 30 min. The beads were washed as before, and again resuspended in 21 μl EB. A-tailing was performed by addition of 2.5 μl 10× NEBuffer 2 (NEB) supplemented with 0.2 mM dATP and 1.5 μl Klenow fragment (3′-5′- exo^−^, NEB), followed by 30 min of incubation at 37°C. Beads were washed as before, and resuspended in 10.2 μl EB. To each batch of 24 pooled cells, a sequencing adaptor containing a specific “batch” barcode was annealed by addition of 0.8 μl of the corresponding P7_T1_Mpx linker at a concentration of 0.5 μM (Appendix Table S1), 1.5 μl 10× T4 DNA ligase buffer (NEB), and 2.5 μl T4 DNA ligase (2,000 U/ml, NEB). Samples were incubated for 1.5 h at 16°C, and beads were washed 4 times in B&W buffer, once in EB, and resuspended in 24 μl EB. Enrichment PCR was performed by the addition of 0.5 μl of 10 μM PE2.0 primer, 0.5 μl 10 μM PE1.BATSeq primer, and 25 μl 2× Phusion HF master mix (NEB); 30 s of incubation at 98°C; and 20 cycles of denaturing (98°C, 10 s), annealing (68°C, 10 s), and synthesis (72°C, 10 s), followed by a final extension step (72°C, 5 min). Supernatant containing PCR product was taken off the Dynabeads and purified using 1.8× HighPrep™ PCR beads. Product was loaded on an E-Gel 2% SizeSelect, and fragments of a length of 200–350 bases were selected.

### cDNA sequencing

cDNA sequencing was performed on an Illumina MiSeq platform using a custom sequencing primer for the first read, TATAGAATTCGCGGCCGCTCGCGAT. The first read was stopped after 20 cycles (sufficient to obtain cell & molecular barcode), and the second read was continued for 280 cycles. To obtain deeper sequencing, enrichment PCR was repeated two times from stored beads. In total, four MiSeq runs were performed (see Appendix Fig S2A).

### Read pre-processing, alignment, and filtering

For processing the sequencing data, we made use of the HTSeq Python package (Anders *et al*, 2014), and custom scripts written in Perl and Python. The first seven bases of the second reads of the fragments were trimmed off and used to demultiplex the sequencing reads into batches; for each batch, the first six bases of the first read were trimmed off and used to demultiplex the reads into reads stemming from individual cells (see also Fig1). The next eight bases of the first read contain the molecular barcode, which was trimmed off and stored. All further processing was exclusively on the second read. Terminal As were trimmed off, and only reads with at least 10 terminal As were retained. By using GSNAP, version 2012-01-11 (Wu & Nacu, 2010), these reads were aligned to the Mus musculus genome, assembly GRCm38 (downloaded from ENSEMBL, version 38.73), to which we had appended the sequence of the ERCC spike-ins. Alignments were then filtered to exclude non-uniquely aligned reads, alignments of low quality (below a mapping quality of 30), short reads (below 20 bp length), and reads containing more than 80% A. To avoid signal stemming from false priming, reads were further filtered to exclude all reads that stem from regions of the genome containing more than 80% A in a window of 15 bases downstream of the mapped 3′ end, or more than 65% A in a window of 50 bp downstream of the mapped 3′ end. Reads mapping to the mitochondrial genome or rRNAs were removed from all further analyses, as these RNA species are polyadenylated during degradation by processes that are independent of APA (Nagaike *et al*, 2005; Slomovic *et al*, 2010).

### Molecule counting and identification of polyadenylation sites

We first counted the number of reads for each unique combination of 3′ alignment position and molecular barcode. We then determined, for each 3′ alignment position, whether it maps to a known gene or downstream of a known gene within a window of 20 kb; if so, the read was annotated as stemming from said gene. The relatively large (20 kb) window was used to account for the recent finding that a considerable amount of transcription that was previously thought to stem from intergenic transcription actually stems from 3′ UTRs, especially in neural tissues (Miura *et al*, 2013); however, in our dataset, long 3′ UTRs are rather an exception (< 2.5% of molecules mapped more than 2 kb downstream of an annotated TTS, see also Fig2B). If no gene could be identified, reads were counted as antisense (if they were antisense to a known gene) or intergenic. We thus obtained a table listing gene identifier, alignment position, molecular barcode, and read count. We split this table by gene identifier and used a published method (Qu *et al*, 2009) to merge, for each gene, all molecular barcodes that were not sufficiently distinct (Hamming distance of one or less). We observed virtually no instances where the 3′ ends of reads with identical molecular barcodes were not in immediate proximity (< 20 bp distance); any such instances were discarded. We thus obtained a table listing gene identifier, polyadenylation site position, barcode, and read count.

To define reference polyadenylation sites, the data from all cells were merged and the number of unique molecular barcodes mapping to each genomic position was counted. In the case of ERCC spike-ins, we observed that estimated polyadenylation site positions scattered within a window of 12 bp surrounding the expected site (Appendix Fig S3). We therefore sorted, for the merged data of all cells, polyadenylation site positions by barcode count and, starting at the bottom of the list, checked whether we could identify a polyadenylation site with a higher barcode count within a 12-base pair window. If so, the site was eliminated and its barcode count was added to the identified polyadenylation site. We thus, over the population of all cells, obtained a table of estimated polyadenylation sites, the corresponding barcode count and assigned gene identifier. For each individual cell, we then assigned each alignment position to the position of the closest polyadenylation site identified over the entire population. We thus obtained tables of gene identifiers, estimated polyadenylation sites and barcode counts, with identified polyadenylation sites being compatible across different cells. We used these tables for all further analysis.

### Isoform-specific smFISH

For the *Hdlbp* and *Kpnb1* genes, 48 Q670-labeled probes specific to the alternative 3′ UTR and 48 Q570-labeled probes specific to the common sequence were designed using the Stellaris probe designer (Biosearch Technologies, CA). For cell fixation and hybridization of probes, we followed the protocol provided by Biosearch Technologies. Z-stacks of 6 images at a z-distance of 0.4 μm were taken of at least 80 cells per gene using a Zeiss CellObserver inverted fluorescence microscope.

Following maximum intensity projection, cells were segmented manually; spots were identified using a Laplacian-of-Gaussian filter and a threshold that was manually set to optimize the agreement between computational and visual identification of spots. Noise was removed using a morphological opening, and nearby spots were separated using a morphological watershed.

### Bayesian modeling

Models were fit to the data using JAGS (Plummer, 2003). For detailed information and model formulation, please refer to Appendix Supplementary Text. Model source code is supplied as Supplementary Codes EV1 and EV2.

### Data visualization

Data were visualized using the R programming language and the packages ggplot2 (Wickham, 2009), LSD, NeatMap, and Gviz.

### Data access

The data reported in this paper have been deposited in GEO under accession number GSE60768.

# Supplementary material for: Single-cell polyadenylation site mapping reveals 3′ isoform choice variability
**Source:** Mol Syst Biol. 2015 Jun 3;11(6):812. doi: 10.15252/msb.20156198
**Supplement:** Supplementary file 2

## Expanded View Figures

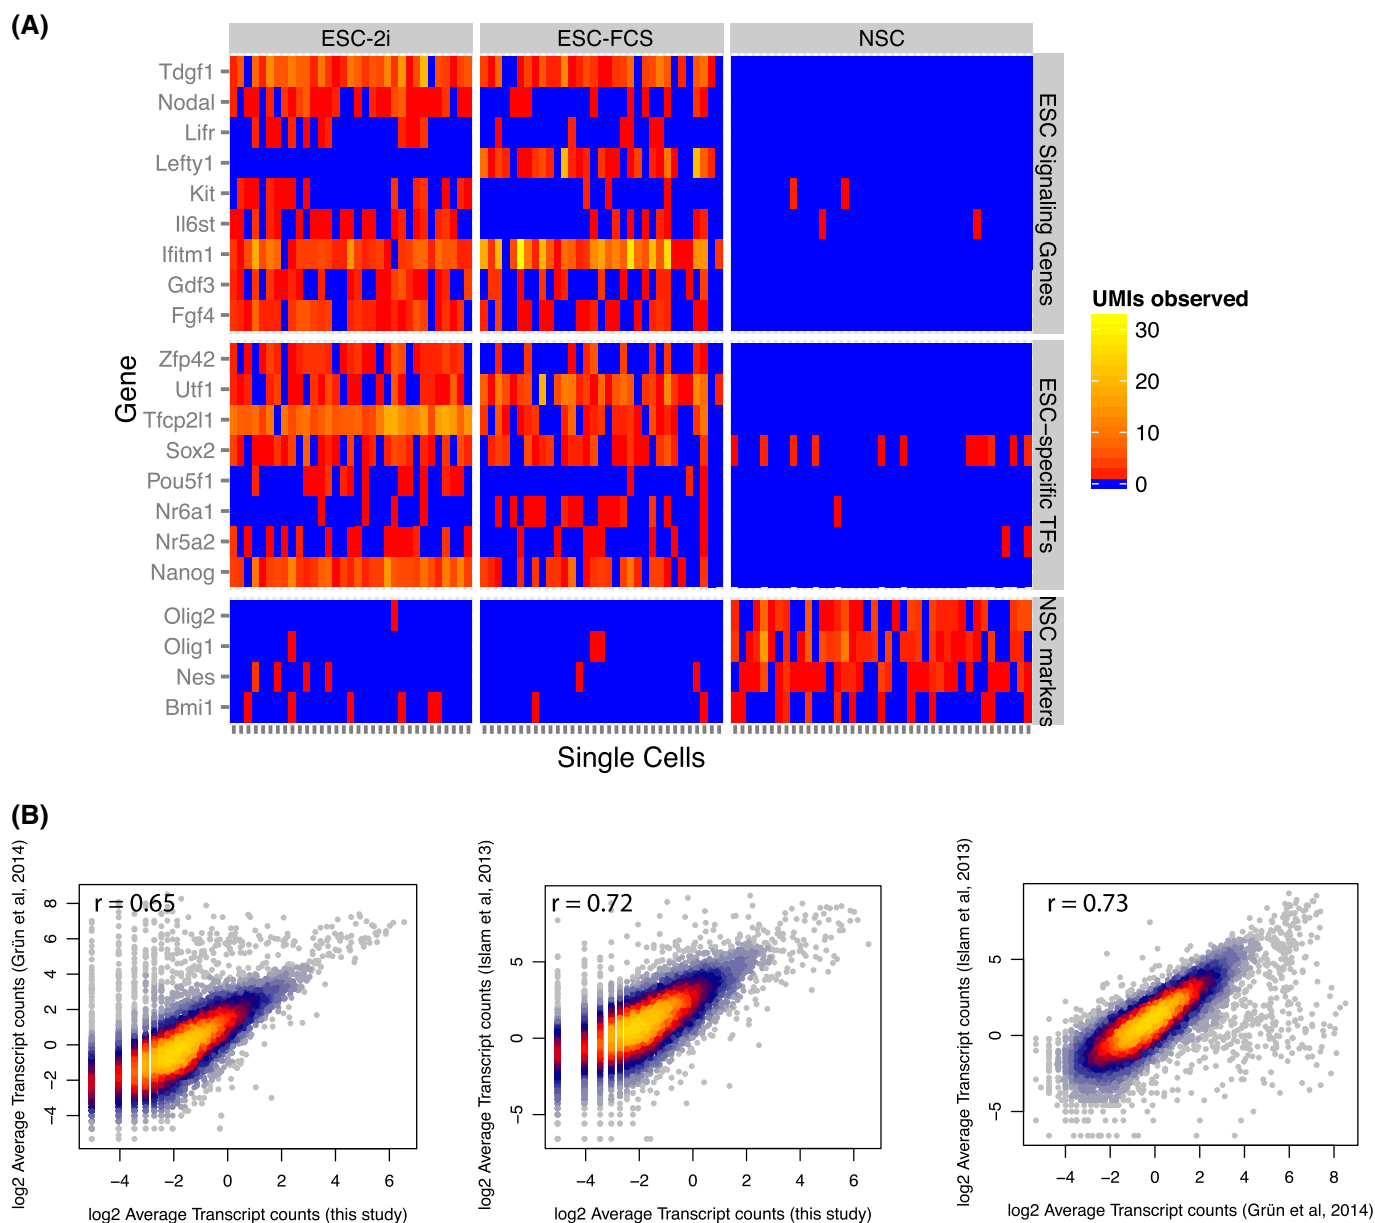

**Figure EV1. Gene expression in single ESC-2i, ESC-FCS, and NSC cell populations follows expected patterns.**

A Expression patterns of ES- and NS-marker genes in single cells in the three populations

B Correlation of average transcript counts with previously published studies. Per-cell observed average transcript counts measured in ESC-FCS in this study were plotted against per-cell observed average transcript counts measured in two recent studies that also performed single-cell transcriptomics of embryonic stem cells (Islam *et al.* 2013; Grün *et al.* 2014). In the rightmost panel, data from these two studies were compared.

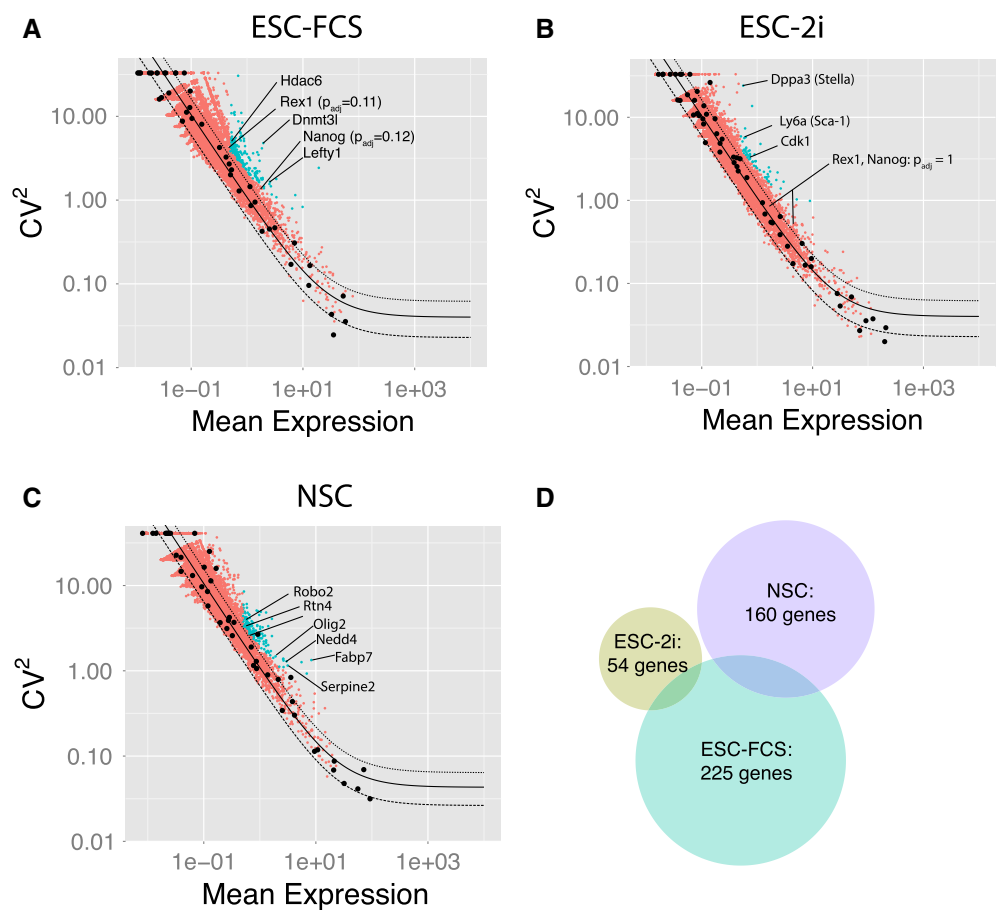

**Figure EV2. Genes of variable expression in homogeneous stem cell populations.**

A–C Identification of variably expressed genes. Variance of observed spike-in counts (black dots) was used to estimate expected technical noise (Brennecke *et al*, 2013) within the ESC-FCS (A), ESC-2i (B), and NSC (C) populations. Blue dots represent genes for which the observed variance exceeds what is expected from technical noise with a FDR-adjusted  $P$ -value of  $< 0.1$ . For a table of all genes and their  $P$ -values for heterogeneous expression, see Table EV1.

D Venn diagram of the number of genes identified.

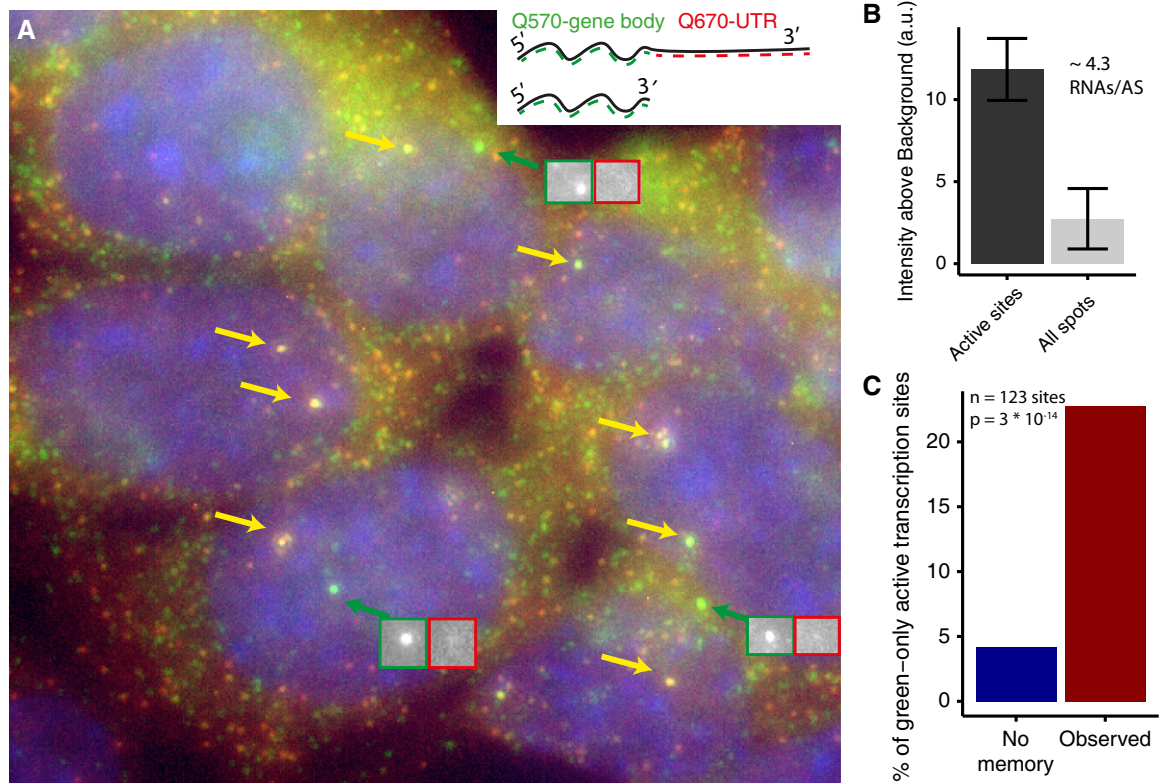

**Figure EV3. Single isoforms dominate active sites of transcription.**

- A While most active sites of transcription of the *kpnB1* gene contain both red (alternative UTR) and green (common sequence) signal, some are green only (red and green channel are shown in insets). Shown is a field of view of ESC-FCS cells.
- B Quantification of spot brightness to estimate the number of mRNA molecules per active site of transcription. Error bars denote standard deviation.
- C The observed prevalence of green-only active sites is contrasted to the prevalence obtained when assuming random isoform choice during each cycle of transcription. *P*-value is from a binomial test.

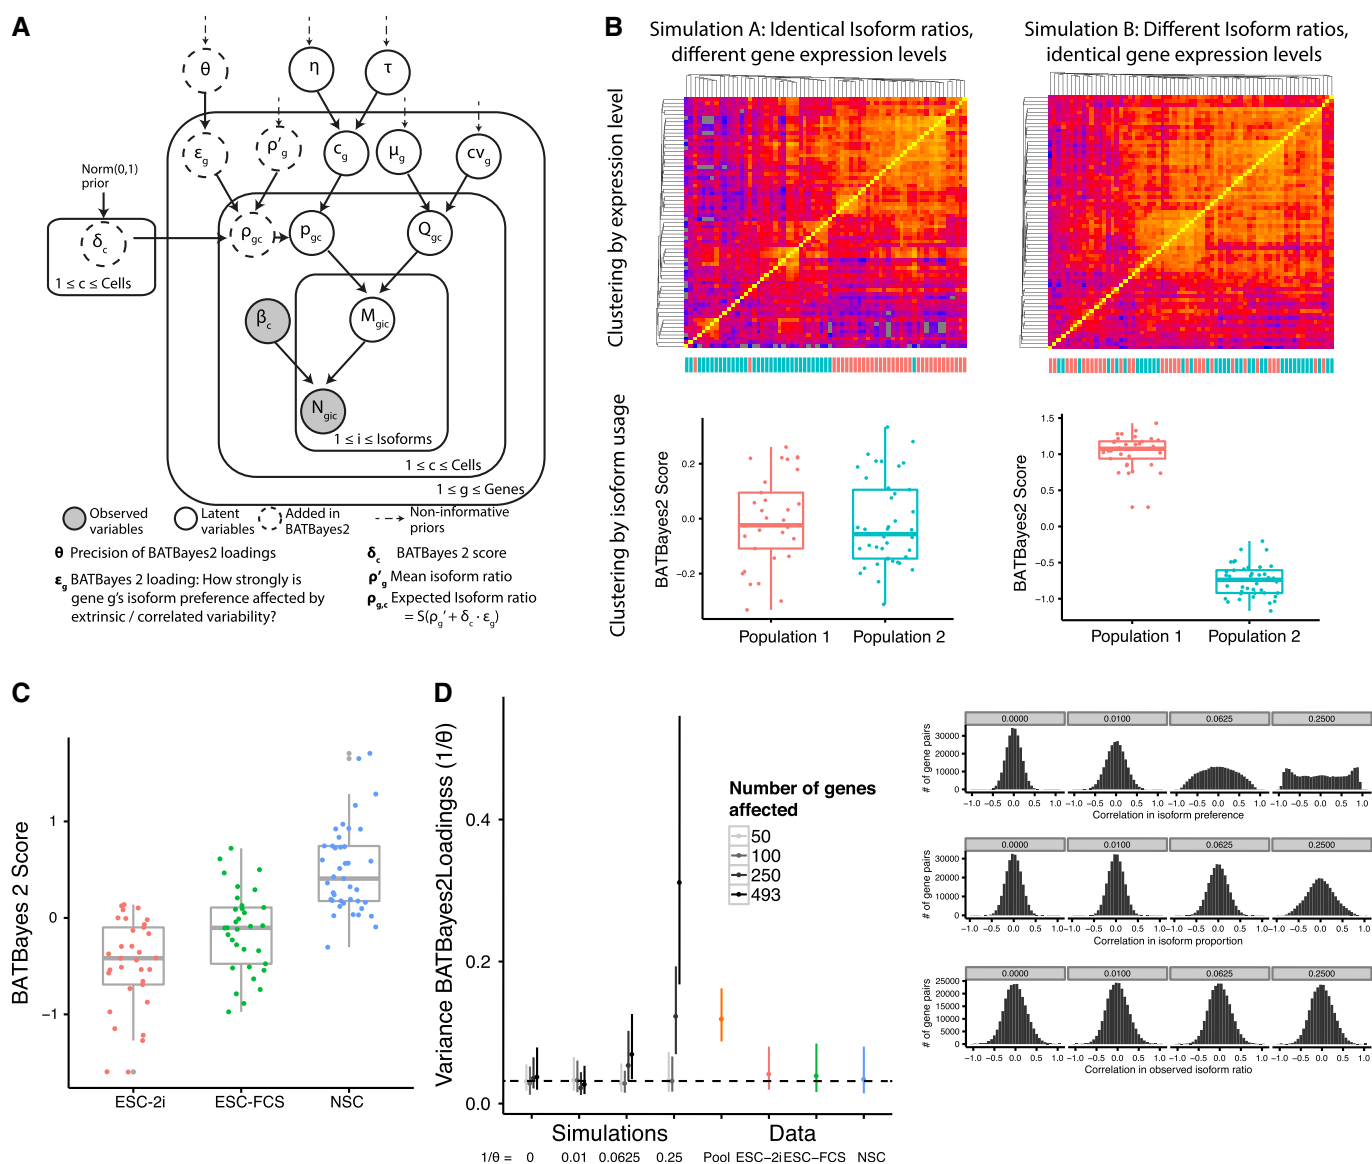

**Figure EV4. BATBayes2, a model for correlated variability in 3' isoform usage.**

- A Directed acyclical graph of the BATBayes2 model. To model global, correlated changes in 3' isoform usage across single cells, each cell was assigned a score and each gene was assigned a loading. The effect of correlated variability on a given gene in a given cell was obtained by multiplying score with loading.
- B Simulations. To show that BATBayes2 is affected by isoform ratios, but not by gene expression levels, populations were simulated where expression levels were equal in the two populations but isoform usage differed (scenario A) or vice versa (scenario B). Cells were clustered using hierarchical clustering of gene expression levels (upper panels) or BATBayes2 (lower panels).
- C Clustering based on isoform preference using only genes with < 2-fold difference in expression level between any two developmental stages. Of the 493 genes used originally, only 88 were used in creating this figure.
- D No evidence for correlated isoform choice variability within homogeneous populations. The BATBayes2 model was fit to data from the individual cell populations separately (red, green and blue dots), as well as to data from all cells pooled. While the variance of BATBayes loadings (y-axis, conceptually similar to the variance explained by the first principle component, see also Appendix Supplementary Text) was clearly above background for the pooled cell population (orange), no evidence for coordinated variability was found for the individual cell populations (red, green and blue). We then used simulations for populations in which different numbers of genes (different shades of gray) were affected by correlated variability with set variance. We found that the model is only able to detect relatively strong correlations that affect at least half of the genes under study. To explain why, we plotted distributions of gene-pair correlations for different strength of “extrinsic” variability (right panel, left to right). While correlations at the level of the non-observed variable isoform preference are clearly visible also at weaker extrinsic noise strength (top panel), following random partitioning (middle panel) and technical noise (bottom panel), correlations in the raw data are barely apparent even at very strong extrinsic variability.

How the deposited data were processed for this re-analysis (not part of the article)

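Counts of transcript molecules per polyadenylation site were measured by BATSeq in 144 mouse cells (48 ESC-2i, 48 ESC-FCS and 48 NSC), in 48 further ESC-FCS control cells, and in pools of 48 cells, 1 from ESC-FCS and 2 from ESC-2i. As deposited by the authors, the counts are numbers of UMIs and of reads per site and cell, made from aligned and filtered reads after merging UMIs of a gene and neighbouring positions, without normalization. The table of genes holds 107 of the cells, and each entry is the sum of UMIs over the sites of a gene, other than antisense sites within or upstream of it, in all but 4 entries. The tables of single cells and the table of isoforms are identical in content for all 144 cells. In the tables of single cells, the names of the last columns are exchanged, and the columns were read by their content. Reads on the mitochondrial genome are stated in the methods to be removed, but genes of that genome are in the table and were kept.

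Populations and library batches were taken from the sample labels. Each population was treated as 1 culture, so cultures were compared by values alone, and Fisher's exact test was run on pooled molecules because it is the test named for Fig 7A. Within a population, cells were the units. Cells with at least 1000 molecules that are in the table of genes form the main set, with all 109 cells above that limit and cells with at least 2000 molecules as alternatives. Depth per population and the precision it gives are stated with the values, as exact Clopper-Pearson intervals for shares and exact Poisson intervals for counts, at a confidence of 95%. Permutation tests used 100000 resamples and were two-sided.

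Spike-in counts are those of ERCC transcripts. Pairwise correlations and the comparison of pool and control cells used log10 of molecules plus a pseudocount of 1. Annotated ends were transcript ends of GENCODE M21 on GRCm38 within 10 nt. Expected correlations came from 1000 draws of binomial sampling.

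Variable genes were found by the test of Brennecke and colleagues, written anew in Python, with a CV2 margin of 0.25, a normalized mean above 0.5 and a Benjamini-Hochberg adjusted p below 0.1. The spike-in fit used transcripts with a mean of at least the 0.95 quantile of the means of species with a CV2 above 0.3. It was tested on simulated counts with 200 variable genes. Clusters were found by k-means with 50 starts.

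Isoform analyses used the 493 pairs of Table EV2. The variance in isoform preference came from a beta-binomial model integrated on grids of 200 ratios and 161 concentrations, for a gene with a ratio of 0.5, with a log10 Bayes factor of 2 as the limit. The BATBayes code itself was not run. Random partitioning used 1000 simulated datasets and 20000 simulations per gene, for genes with molecules of both isoforms and at least 2 cells with a molecule. Shares of the longer isoform were compared for genes with at least 20 molecules in both groups, at a difference of 10 percentage points. The isoform score came from a logistic factor model with 1 factor and 400 iterations. Correlated choice was tested by the largest eigenvalue of the residual matrix against 1000 simulated datasets. The methods were also tested on simulated data with known variance and known correlation. For the libraries made apart, sites within 12 nt of a site of the pair were assigned to it, with 25 nt as an alternative. All random draws used the seed 7.

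Genes named in the text are those the paper names for these data, and the 5 genes with the largest difference in the share of the longer isoform between NSC and ESC-2i among genes with at least 20 molecules in each population and the same direction in all 4 pairs of library batches. Up to 3 genes per population past an adjusted p of 0.1 for variance above random partitioning would also have been named, and none passed. The samples, the main settings, the rule on named genes and most alternatives were set before the data were examined. The restriction to ERCC transcripts and 50 further alternatives were chosen after the data had been seen. Single-molecule FISH, the comparison with other published datasets and enrichment of gene sets were not analysed here. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.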

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

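The tests with wider matching of sites, with the ESC-2i pools thinned to the single cells, and of the percentage of genes changed after thinning were chosen only after the results were seen. The correlation with the main dataset and the ratio of genes higher to lower after thinning were set in advance.

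The paper uses the ESC-FCS control cells and pool to compare counts, and reports no isoform shares from them or from the ESC-2i pools. The shares differ between these sets by more than between libraries of the same medium and preparation. Of 417 genes with at least 20 molecules in both, 62.1% differed by at least 10 percentage points between the ESC-FCS libraries (control cells and pool together) and the ESC-2i pools, 135 higher and 124 lower in ESC-FCS. Between the 2 ESC-2i pools it was 35.8% of 380 genes, with 88 higher and 48 lower in the second, and between the ESC-FCS control cells and pool 27.6% of 322. Depth is argued against as the whole source of the percentage, since with the ESC-2i pools thinned to the ESC-FCS libraries a median of 61.5% of genes differed (60.4 to 64.1 over 20 draws), against 37.4% between pools thinned in the same way (32.2 to 42.4). Sites close together or placed differently are argued against as well, since pairs at least 100 nt apart gave 64.6% (103 higher and 107 lower), and 62.8% when sites were matched within 25 nt (99 and 105). The ESC-FCS cells of the main dataset against the ESC-2i pools gave 84 higher and 121 lower, and the ESC-FCS control cells and pool against the ESC-2i cells of the main dataset 168 higher and 74 lower, so the direction changes with the set. The test of depth on the direction decides nothing, because genes higher and lower were near equal before thinning and their ratio in the thinned libraries was 1.09 (1.01 to 1.17). Sets of the same medium from different preparations differed in 58.3% of genes in ESC-2i (pools against the main cells) and 47.3% of 374 genes in ESC-FCS (control cells and pool against the main cells). The medium and the preparation of the libraries both differ between the 2 sets, and each medium was prepared in its own libraries, so a difference between media stays open and untested, as does one between preparations.

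Across 338 genes, these differences had a Spearman rho of 0.126 with the differences between ESC-FCS and ESC-2i in the main dataset, where 100 genes were higher and 41 lower in ESC-FCS. The ESC-2i pools, compared with each other, gave a rho of 0.0510 on the same scale, and the ESC-FCS pool alone 0.161. Of 90 genes higher by 10 points in the main dataset, 55 were also higher in the ESC-FCS libraries made apart, and of 34 lower, 16 were lower. The second ESC-2i pool against the first, which share their medium, gave much the same for genes higher, 51 of 82, and 12 of 35 for genes lower, so these counts do not set the media apart. For the excess of genes with more of the longer isoform in ESC-FCS, a property of the library batches of the main dataset and an effect of the medium cannot be told apart, since every library belongs to a single medium.

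The ESC-2i pools also differed from the ESC-2i single cells of the main dataset, which share their medium. Of 427 genes, 58.3% differed by at least 10 points, 160 higher and 89 lower in the pools, against 35.8% between the pools. The longer isoform made up 53.9% of all molecules in the pools and 46.4% in the single cells. Positions of sites are argued against as the source, since with sites matched within 25 nt and pairs at least 100 nt apart the percentage was 59.0, against 37.5 between the pools. A difference in depth is argued against, since pools thinned to the depth of the single cells gave a median of 58.6% (55.7 to 61.3). Both sets carry the same medium in their labels, so the design gives no biological explanation, and none was tested. Differences in library preparation, in the cells sorted or in the culture on another day stay open.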

How the results depend on the processing

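Settings chosen only after the results were seen are all 109 cells above 1000 molecules, all spike-in species, reads in place of molecules, the authors' site classes, molecules on genes alone for annotated ends, shuffled isoforms, Fisher's test without a minimum or in each direction, genes within 2-fold per molecule, 400 molecules per cell, and the settings on correlated choice without 1 cell or with beta-binomial cells. Under settings set in advance, 153 values were compared. Of these, 57 stayed the same, 13 were no longer past the threshold, 1 passed it newly, 82 moved and 0 reversed. Of 50 under settings chosen later, the numbers are 25, 6, 0, 19 and 0. Tested values stayed the same on the same side of the threshold, and counts when they changed by less than 1.5 times. Other values moved when outside the exact interval of the main value or, without an interval, when they differed after rounding. A value that moved has therefore not always changed beyond its sampling error. Unless stated, the cause was not tested.

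Molecules and genes per cell were 7478.6 and 2966.3 with cells of at least 2000 molecules, 5280.5 and 2154.5 with all cells, 6882.6 and 2770.8 with 109 cells, 7937.6 and 2843.6 with spike-ins, antisense and intergenic sites included, and 7004.2 and 2822 at the sites of the table of isoforms. These follow from the cells and sites included. The correlation of spike-in and cellular molecules stayed between 0.736 and 0.804. Mean pairwise correlations of spike-ins and genes were 0.958 and 0.717 without the log, 0.941 and 0.519 with cells of at least 2000 molecules, 0.937 and 0.499 with 109 cells, 0.868 and 0.375 on reads, and 0.920 and 0.600 on reads without the log. All spike-in species gave 0.922, genes with a mean of at least 0.5 gave 0.489, and pairs within a population 0.542. The percentage of molecules near annotated ends was 64.2 within 12 nt, 67.5 within 25 nt, 54.1 by the authors' classes and 65.6 on genes alone. The pool and the cells correlated, for genes and isoforms, with 0.881 and 0.869 when seen in both, 0.825 and 0.790 with at least 10 molecules, and 0.930 and 0.930 without the log. With control cells of at least 1000 molecules, isoforms gave 0.737.

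Variable genes depended most on the settings, with 5 to 115 in ESC-2i, 9.5 to 506 in ESC-FCS and 27 to 1114 in NSC. All of 11 settings run in both gave fewer in ESC-2i than in ESC-FCS, and 8 of 11 fewer in ESC-FCS than in NSC. Given for ESC-2i, ESC-FCS and NSC in that order, the counts were 115, 193 and 342 without a margin, 12, 34 and 51 with a margin of 0.5, 13, 22 and 43 with a mean above 1, 107, 506 and 1114 with no limit on the mean, and 5, 9.5 and 30 with cells thinned to 2000 molecules. For ESC-2i and NSC, spike-in size factors gave 64 and 510, total molecules 13 and 42, and all spike-in species 5 and 80. Library batch 1 alone gave 9 in ESC-2i and batch 2 alone 33 in NSC. Cells with at least 2000 molecules gave 27 in NSC, and 109 cells gave 114 in ESC-FCS. The number tested changes by construction with the limit on the mean.

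The variance in isoform preference was no longer past the limit of 2 for the log10 Bayes factor under these settings. For pairs less than 100 nt apart it was 0.0014 in ESC-2i (log10 Bayes factor below 0) and 0.00436 in NSC (-0.712), where 136 pairs are left. With a mean ratio for each library batch it was 0.00158 (1.16) and 0.00396 (1.79), with library batch 1 alone 0.00117 (-1.36) and 0.00566 (1.82), and with batch 2 alone 0.00198 (0.784) and 0.00255 (-1.17), where fewer cells are left. In NSC, genes with a mean of at least 2 molecules gave 0.00362 (1.13). In ESC-FCS, where the main setting stays below the limit, 1 shared concentration by maximum likelihood gave 0.00215, with a log10 gain in maximized likelihood of 3.11. This gain carries no penalty from a prior and is not a Bayes factor, and the 1 value counted above as newly past rests on it. Genes above the random-partitioning variance in ESC-FCS were 243 with a chi-square statistic (p = 0.345), 242 with a ratio for each library batch (p = 0.363), 241 with shuffled isoforms (p = 0.142) and 232 with isoforms shuffled within batches (p = 0.275). NSC had 222 with a chi-square statistic (p = 0.0859). ESC-2i stayed below a p of 0.05 in all settings, with a largest p of 0.018. The relation of ratio variance to expression had a rho of -0.597 with only cells that hold at least 2 molecules of the gene, -0.746 in ESC-FCS and -0.469 in NSC, where simulated data fell in the same order.

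More genes had a higher than a lower share of the longer isoform in all 50 alternatives, with ratios of 1.25 to 13. The number of genes higher, for ESC-FCS against ESC-2i, NSC against ESC-FCS and NSC against ESC-2i, was 38, 38 and 60 by Fisher's test, 29, 30 and 50 at 20 points, 29, 18 and 39 with at least 50 molecules, and 23, 10 and 19 for pairs less than 100 nt apart. At 5 points the first 2 were 161 and 115. Against ESC-FCS and ESC-2i, NSC gave 130 and 173 with at least 10 molecules and 167 and 211 with no minimum. Fewer or more genes are left by construction under these limits. Single library batches (batch 1 against 1, 1 against 2, 2 against 1 and 2 against 2) gave 43, 35, 34 and 30 for NSC against ESC-FCS, 47, 64, 49 and 50 for NSC against ESC-2i, and 54, 43 and 53 for ESC-FCS against ESC-2i in all but batch 1 against 2. Without a minimum, Fisher's test gave 45 in ESC-FCS against ESC-2i and the test in each direction 56.

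The smallest area under the ROC curve between scores was 0.851 with genes within 2-fold, 0.954 within 2-fold per molecule, 0.949 for pairs at least 100 nt apart, 0.899 on the first principal component, 0.984 with cells of at least 2000 molecules, 0.963 with 109 cells, 0.572 at 104 molecules per cell and 0.866 at 400. The eigenvalue of correlated choice was no longer past p = 0.05 without 1 cell in ESC-2i (1.23, p = 0.0759) and ESC-FCS (1.03, p = 0.138) when simulated datasets keep their own cell of the largest weight (p = 0.00799 and 0.028 when they lose it as well), for pairs at least 100 nt apart in ESC-FCS (1.16, p = 0.118), and in NSC with beta-binomial cells, with a ratio for each batch (0.840, p = 0.134) or without (0.908, p = 0.174).

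Depth limits what can be seen. Per gene, the median was 1.67, 1.09 and 0.561 molecules of both isoforms per cell in ESC-2i, ESC-FCS and NSC. In data simulated for ESC-2i, a variance of 0.002 passed the limit in 3 of 5 datasets, and 1 of 5 at 0.001. A variance of this size may therefore be missed in that population. How often it would be missed in ESC-FCS, in NSC or in a single library batch was not simulated. Library batch 2 of ESC-2i alone gave 0.00198 (log10 Bayes factor 0.784).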

Differences from the paper's values

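The values marked as the paper's come from its text or supplementary tables unless a figure is named. For each, the alternatives set before the data were examined are given with whether they reach the paper's value. A count or p is said to reach it when the larger of the values is at most 1.5 times the smaller, and a correlation when it equals the paper's value rounded to the paper's decimals.

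The correlation of spike-in and cellular molecules was 0.793, where the paper's value, from capture efficiencies, is 0.75. None of the 3 alternatives reaches it, nor do 2 chosen after seeing the values. The mean pairwise correlation of spike-ins on molecules was 0.939 and the paper's value is 0.95, which neither of the 2 alternatives reaches (0.958 without the log, 0.941 with cells of at least 2000 molecules). For genes it was 0.502 and the paper's value is 0.72. Molecules without the log reach it at 0.717, and the other 3 alternatives do not. On reads, 0.868 for spike-ins and 0.375 for genes stand beside the paper's 0.92 and 0.6. No alternative for reads was set in advance, and reads without the log, chosen after seeing the values, reach both at 0.920 and 0.600.

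The pool and the control cells correlated with 0.851 over genes and 0.736 over isoforms, where the paper's values are 0.86 and 0.75. None of 4 alternatives reaches either. The correlation expected from sampling was 0.888 for genes against the paper's 0.88, which none of 4 alternatives reaches. The binomial p of genes above random partitioning in ESC-2i was 2.98e-06 against the paper's 4.6e-08, which is reached by none of 4 alternatives set in advance nor by 2 chosen after seeing the values.

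In ESC-2i, 22 genes were called variable, where the paper shows about 54 in Fig EV2D, read by eye. Spike-in size factors for genes and spike-ins come within 1.5 times of it with 64 genes, and the other 9 alternatives do not. ESC-FCS had 68, against about 230 in Fig EV2D, read by eye, and the setting without a CV2 margin comes within 1.5 times of it (193 genes), as none of the other 9 does. The adjusted p of Nanog in ESC-FCS was 0.906 against the paper's 0.124 in Table EV1, reached by none of 9 alternatives, while the setting without a margin calls Nanog at 0.0650. For Zfp42 in ESC-FCS it was 1 against the paper's 0.107, reached by library batch 1 alone (0.109) and by none of the other 5. For Lefty1 in ESC-FCS it was 0.0551 against the paper's 0.00187, reached by none of 9, and for Ly6a in ESC-2i 4.25e-04 against the paper's 3.2e-06, reached by none of 7.

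Fisher's test on pooled molecules with at least 20 molecules in both populations gave 14 genes with more of the shorter isoform in ESC-FCS than in ESC-2i, against about 22 in Fig 7A, read by eye. In NSC against ESC-FCS it gave 38 longer and 6 shorter, against about 70 and about 18 in Fig 7A, read by eye. In NSC against ESC-2i it gave 60 longer and 7 shorter, against about 99 and about 22 in Fig 7A, read by eye. No alternative to this test was set in advance. The same test without a minimum of molecules, chosen after seeing the values, comes within 1.5 times of the paper's numbers for shorter isoforms in ESC-FCS (16), longer isoforms in NSC against ESC-FCS (59) and longer isoforms in NSC against ESC-2i (87), but not for the shorter isoforms of NSC (10 and 13). A test in each direction without a minimum, also chosen after seeing the values, comes within 1.5 times of all of them with 17, 68, 17, 97 and 18.

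The paper states that its filter leaves all spike-in sites correct with no false sites. Before the paper's filter on frequency, which was not applied here, 196 ERCC sites with 678 molecules lay away from the most used site. Reads on the mitochondrial genome are stated to be removed, and 18466 molecules on 34 mitochondrial genes are in the table of genes. The paper gives 107 cells above 1000 molecules, and 109 were counted.

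Nanog and Rex1 are said to vary in ESC-FCS and not in ESC-2i. Neither passed in either population under the main setting, and without a margin Nanog passed in both (adjusted p = 0.0650 and 0.0638). The paper's own adjusted p values of both genes in ESC-FCS, given above, also lie above the threshold of 0.1 of Fig EV2. The variance in isoform preference is stated to differ from 0 in all populations, with the same conclusions in each, and in ESC-FCS the log10 Bayes factor was 0.979, below the limit of 2. The paper found no evidence for a correlated component within populations, and does not rule out some correlated variation. The eigenvalue test gave Monte Carlo p of 0.000999, 0.00799 and 0.026. Against simulated cells that choose independently with the variance of the beta-binomial model, its p was 0.00799, 0.044 and 0.174. Populations are said to separate completely by isoform choice, and the areas under the ROC curve were 0.961, 0.984 and 1. Almost all genes are said to lengthen toward NSC, and 343 of 493 loadings were above 0 and 150 below.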

Other observations

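The tests of the score at 400 molecules per cell, of shuffling within library batches, of the differences between library batches of the score and shares between library batches, and of correlated choice with library batches, without 1 cell and with antisense molecules were chosen only after the results were seen. The other tests were set in advance.

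Library batches of the same population differed in isoform ratios. The mean chi-square between batches over the 493 genes was 1.49 in ESC-2i, 1.33 in ESC-FCS and 1.37 in NSC, against 1.08, 1.08 and 1.00 with cells moved between batches at random (permutation p = 1e-05, 0.00091 and 1e-05, where 1e-05 is the smallest possible, and adjusted p = 1.5e-05, 0.00091 and 1.5e-05). Pairs of sites too close together are argued against, since in ESC-2i pairs at least 100 nt apart gave a mean of 1.50 (permutation p = 3e-05). Pairs of ERCC transcripts, which are not made by cells, also differed between the batches of ESC-2i (permutation p = 3e-05) and of NSC (permutation p = 0.00037), less clearly in ESC-FCS (permutation p = 0.0502). This is consistent with a difference between libraries that spike-in transcripts show too. No biological explanation was tested, as both batches come from the same population.

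The variance in isoform preference in ESC-2i had a log10 Bayes factor of 4.30. Close sites are argued against as the source, since pairs at least 100 nt apart gave 4.53. With a mean ratio for each library batch the factor fell to 1.16, so that different mean ratios in the batches may account for part of the evidence. Noise beyond binomial sampling is also open. The same model was applied to 14 pairs of ERCC transcripts in ESC-2i, where no cell makes a choice. It gave a variance of 0.00316 (0.00167 to 0.00487, log10 Bayes factor 34.1). With a ratio for each batch it gave 0.00176 (0.000402 to 0.0034, log10 Bayes factor 19.5). In ESC-FCS 10 such pairs gave 0.00257 (log10 Bayes factor 8.72, and 8.22 with a ratio for each batch). In NSC 12 pairs gave 0.00173 (1.82, and -0.0558 with a ratio for each batch), below the limit of 2. At 30 molecules or fewer, the range of most genes, 10 pairs in ESC-2i gave 0.00761 with a log10 Bayes factor of 0.860, which does not decide. Differences between cells in the choice of site stay open beside both. The count of genes above the variance expected from random partitioning in ESC-2i was 284 with isoforms shuffled within each library batch (mean of shuffled datasets 239.2, p = 0.000999, the smallest possible), which argues against batch ratios as the whole source of that count.

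Correlated choice in ESC-2i had a largest eigenvalue of 1.38 against a simulated mean of 1.21. With 1 pooled ratio, the axis separated the library batches with an area under the ROC curve of 0.989 in ESC-2i, 0.895 in ESC-FCS and 0.862 in NSC. With a ratio for each batch the eigenvalue in ESC-2i was 1.35 (p = 0.000999, the smallest possible), which argues against the batches as its whole source. Without the cell of the largest weight on the axis, p was 0.0759, but this decides nothing, since the simulated datasets kept their own such cell. With that cell removed from each simulated dataset as well, p was 0.00799, which argues against 1 cell as the whole source. The position of cells on the axis correlated with their share of antisense molecules (Spearman rho 0.616, permutation p = 0.00014, adjusted over 12 relations p = 0.00168), and less with their share of spike-ins (rho 0.447, adjusted p = 0.056). A candidate explanation is a technical property of the cell that the antisense share shows. The antisense share had a rho of 0.127 in ESC-FCS and 0.0108 in NSC. Variation shared by genes in the cells stays open and was not tested apart from these.

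Scores of cells separated the populations with a smallest area under the ROC curve of 0.961. Thinned to 104 molecules per cell, the smallest area was 0.572 (0.5 to 0.722 over 20 draws), and part of the draws gave no axis, so that at this depth the test cannot decide whether depth accounts for the separation. Thinned to 400 molecules in 83 cells, it was 0.866 (0.746 to 0.927), which argues against depth as the whole source. Between single library batches of different populations the area was 0.920 or more, and between batches of the same population at most 0.643. The difference of 0.276 decides nothing on the batches, since the score follows the populations and differences between batches in other directions cannot show on it. Without an axis, over 349 genes with at least 5 molecules in each batch and with the error over cells subtracted, the mean squared difference in share between batches of NSC and ESC-2i exceeded that between the batches of NSC by 143 squared percentage points (95% jackknife interval 30.3 to 255), and that between the batches of ESC-2i by more. For this comparison, this argues against batch differences of that size as the whole source. ESC-FCS against ESC-2i exceeded the batches of ESC-2i by 112 (53.7 to 170), but those of ESC-FCS by 35.9 (-44.0 to 115.9). NSC against ESC-FCS exceeded the batches of ESC-FCS by 74.3 (-33.7 to 182) and those of NSC by 83.1 (-25.5 to 192). In these comparisons, populations and batches that differ as much as those of ESC-FCS cannot be told apart. A difference shared by both batches of a population stays open in each comparison, since each batch holds cells of a single population. Among pairs at least 100 nt apart, the genes higher over genes lower in share of the longer isoform in ESC-FCS against ESC-2i numbered 2.66 to 1, which argues against close sites as the source of that excess.

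Variable genes were fewer in ESC-2i than in ESC-FCS by over 1.5 times in 10 of 20 draws with cells thinned to 2000 molecules, and no fewer in 8 of 20. A difference in depth and a difference between the media cannot be told apart on these draws, which go both ways.

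Genes of the mitochondrial genome held 18466 molecules on 34 genes in the 107 cells, 2.47% of all molecules on genes and between 0.473% and 13.6% of the molecules of a cell. The share was 1.72% in ESC-2i, 1.95% in ESC-FCS and 5.09% in NSC.

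The 2 ESC-2i pools had a Pearson r of 0.901 across 16967 genes and 0.781 across 65157 sites on log10(molecules + 1), against 0.937 and 0.820 expected from binomial sampling at their depth.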
